# Phosphorylation of CBP20 Links MicroRNA to Root Growth in the Ethylene Response

**DOI:** 10.1371/journal.pgen.1006437

**Published:** 2016-11-21

**Authors:** Fan Zhang, Likai wang, Jae Yun Lim, Taewook Kim, Youngjae Pyo, Sibum Sung, Chanseok Shin, Hong Qiao

## Abstract

Ethylene is one of the most important hormones for plant developmental processes and stress responses. However, the phosphorylation regulation in the ethylene signaling pathway is largely unknown. Here we report the phosphorylation of cap binding protein 20 (CBP20) at Ser^245^ is regulated by ethylene, and the phosphorylation is involved in root growth. The constitutive phosphorylation mimic form of *CBP20* (*CBP20*^*S245E*^ or *CBP20*^*S245D*^), while not the constitutive de-phosphorylation form of *CBP20* (*CBP20*^*S245A*^) is able to rescue the root ethylene responsive phenotype of *cbp20*. By genome wide study with ethylene regulated gene expression and microRNA (miRNA) expression in the roots and shoots of both Col-0 and *cbp20*, we found miR319b is up regulated in roots while not in shoots, and its target *MYB33* is specifically down regulated in roots with ethylene treatment. We described both the phenotypic and molecular consequences of transgenic over-expression of *miR319b*. Increased levels of *miR319b* (*miR319bOE*) leads to enhanced ethylene responsive root phenotype and reduction of *MYB33* transcription level in roots; over expression of *MYB33*, which carrying mutated miR319b target site (*mMYB33*) in *miR319bOE* is able to recover both the root phenotype and the expression level of *MYB33*. Taken together, we proposed that ethylene regulated phosphorylation of CBP20 is involved in the root growth and one pathway is through the regulation of miR319b and its target *MYB33* in roots.

## Author Summary

Ethylene is one of the most essential hormones for plant developmental processes and stress responses. However, the phosphorylation regulation in the ethylene signaling pathway is largely unknown. Here we found that ethylene induces the phosphorylation of CBP20 at S^245^, and the phosphorylation is involved in root growth. Genome wide study on ethylene regulated gene expression and microRNA expression together with genetic validation suggest that ethylene- induced phosphorylation of CBP20 is involved in root growth and one pathway is through the regulation of miR319b and its target gene *MYB33*. This study provides evidence showing a new link of cap binding protein phosphorylation associated microRNA to root growth in the ethylene response.

## Introduction

The plant hormone ethylene (C_2_H_4_) is essential for a myriad of physiological and developmental processes [1–3]. A linear ethylene signaling pathway has been established [4] that plants perceive ethylene by ER-located receptors, which are similar to the bacterial two component histidine kinases [5, 6]. In the absence of ethylene, the receptors activate a Raf-like protein kinase CONSTITUTIVE TRIPLE RESPONSE 1 (CTR1) [7]. Activated CTR1 inhibit an ER-tethered protein ETHYLENE INSENSITIVE 2 (EIN2) through phosphorylation [8, 9]. EIN2 is degraded and the degradation is mediated by two F-box proteins: ETP1 and ETP2 [10]. In the presence of ethylene, the EIN2 C-terminal (EIN2-C) is dephosphorylated, cleaved and translocated into both the nucleus and P-body [9, 11, 12]. In the nucleus, the EIN2 CEND transduces signals to the transcription factors ETHYLENE INSENSTIVE3 (EIN3) and ETHYLENE INSENSITIVE3-LIKE1 (EIL1), which are sufficient and necessary for activation of all ethylene-response genes [13, 14]. In P-body, EIN2C mediates translation repression of EBF1 and EBF2 [15, 16], which are the two F-box proteins, which target EIN3 for degradation [17, 18]. Recently new study discovered that noncanonical histone acetylation H3K23Ac is involved in ethylene regulated gene activation in an EIN2 and partial EIN3 dependent manner [19].

Protein phosphorylation plays critical roles in ethylene response. Such as ethylene receptors are similar in sequence and structure to bacterial two-component histidine kinases, and ethylene controls autophosphorylation of the histidine kinase domain in ethylene receptor ETR1 [20], the histidine kinase activity of ETR1 is not required for but plays a modulating role in the regulation of ethylene responses [21]. Furthermore, biochemical and functional analysis of CTR1, a protein similar to the Raf family protein kinases that negatively regulates ethylene signaling in *Arabidopsis* [22]. Recently study has demonstrated that in the absence of ethylene, CTR1 targets to EIN2 C-terminal end for phosphorylation with its kinase domain [9]. However, the phosphorylation regulation in ethylene signaling is still under developed.

In this study, we found that ethylene induces phosphorylation of CBP20 at Ser^245^. Constitutive phosphorylation mimic form of CBP20^S245D^ or CBP20^S245E^ rescues the root less sensitive phenotype of *cbp20* mutant in ethylene, but the constitutive dephosphorylation mimic form of CBP20^S245A^ is unable to rescue *cbp20* mutant phenotype. Through small RNA sequencing and mRNA sequencing, we found a set of miRNAs and their targets are specifically regulated in roots by ethylene in a CBP20 dependent manner. Among them, the expressions of *miR319b* and its potential target *MYB33* display anti-correlation pattern in a CBP20 dependent manner in Col-0 roots. Small RNA northern blot in roots shows that miR319 is specific up regulated by ethylene treatment, which requires CBP20 phosphorylation. Genetic study shows that over expression of *miR319b* leads to the down regulation of *MYB33*, resulting in enhanced ethylene sensitive phenotype in roots, which is similar to its target *myb33* mutant phenotype. The phenotype of *miR319bOE* is rescued by adding mutated *MYB33 (mMYB33)*, which containing mutation at miR319 targeting site. Furthermore, we provided evidence showing that miR319b, while not miR159 influences the expression of *MYB33* in the presence of ethylene in roots. Overall, our results demonstrate that ethylene regulated phosphorylation of CBP20 is involved in the root growth. One model is through the regulation of miR319b and its target *MYB33* in roots in response to ethylene, providing a new link of cap binding protein phosphorylation associated microRNA to root growth in the ethylene response.

## Results

### Ethylene regulated phosphorylation of CBP20 is involved in root growth in ethylene response

Previous studies have shown that phosphorylation plays critical roles in ethylene signaling and many ethylene regulated phosphorylation proteins have been identified [11, 23]. By searching the phosphorylation MS/LS data under ethylene treatment, we found that the CBP20, a component of cap-binding complex, is highly phosphorylated at Ser^245^ site with ethylene treatment (Fig 1A and 1B and S1A Fig). Protein alignment with CBP20s from different species showed that CBP20 is highly conserved, and the Ser245s are all identical through different species examined (S1B Fig), suggesting the function of CBP20 is conserved and the phosphorylation at S^245^ of CBP20 is potentially important for CBP20.

**Fig 1:**
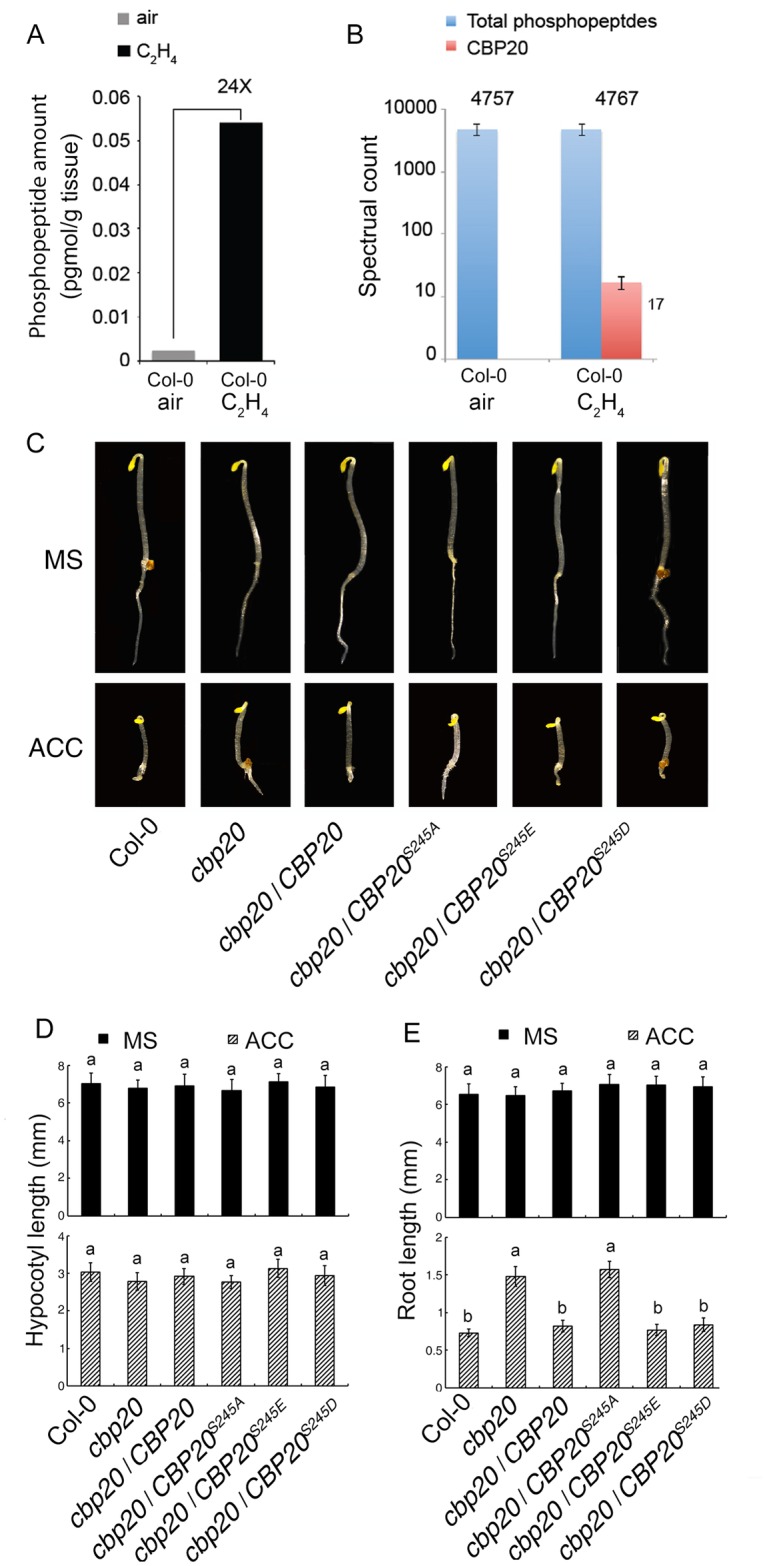
CBP20 phosphorylation is required for root development in ethylene response. (A) Absolute amounts of total phosphopeptides before and after treatment with 10 ppm ethylene gas. (B) Relative phosphorylation levels of CBP20 peptides in Col-0 or *ctr1-1* plants treated for 4 hours of air or 10 ppm ethylene gas. Spectral counts were computed by averaging three biological replicates. The total spectral counts from all phosphorylated proteins in each sample are indicated as an internal control. (C) Triple response phenotype of *cbp20* mutant and *cbp20* mutant transformed with full length of CBP20, constitutive dephosphorylated of CBP20 (CBP20^S245A^) and constitutive phosphorylated of CBP20 (CBP20^S245E^ and CBP20^S245D^). (D-E) The length of hypocotyls (D) and roots (E) of *cbp20* mutant and *cbp20* mutant transformed with full length of CBP20, constitutive dephosphorylated of CBP20 (CBP20^S245A^) and constitutive phosphorylated of CBP20 (CBP20^S245E^ and CBP20^S245D^) on 10μm ACC plate for 3 days. Bars indicates SD and n = 30 for each line. The same letters indicates no statistic significant difference; the different letters indicate statistic significant difference with p≤ 0.05.

To study the role of phosphorylation of CBP20 in the regulation of ethylene response, the ethylene response phenotype of *cbp20* mutant was examined. We found *cbp20* mutant displayed partial reduced ethylene responsive phenotype in the roots, but not in the hypocotyls and apical hooks (Fig 1C–1E). To examine the connection between phosphorylation state of CBP20 and the ethylene responsive phenotype of *cbp20*, 35S promoter driven phosphorylation mimic form of *CBP20* (*35S*:*CBP20*^*S245D*^ and *35S*:*CBP20*^*S245E*^*)* and dephosphorylation mimic form of *CBP20* (*35S*:*CBP20*^*S245A*^) (S2A Fig), were generated and introduced into *cbp20* mutant to obtain *CBP20*^*S245A*^*/cbp20*, *CBP20*^*S245D*^*/cbp20* and *CBP20*^*S245E*^*/cbp20*. Additionally, 35S promoter driven wild type *CBP20* (*35S*:*CBP20*) was introduced to *cbp20* as control (S2A Fig). The full length of *CBP20*, *CBP20*^*S245E*^ and *CBP20*^*S245D*^ were able to rescue the *cbp20* mutant phenotype in the presence of ethylene. However, *CBP20*^*S245A*^ was unable to rescue the phenotype (Fig 1C–1E), which suggests that the phosphorylation of CBP20 is involved in the root growth in the presence of ethylene.

To explore how the phosphorylation of CBP20 is involved in the regulation in ethylene response, we first examined the root phenotype of *cbp80* mutant in response to ethylene. We found that *cbp80* displays similar phenotype as *cbp20* in the presence of ethylene (S2B Fig). We next tested the interaction between wild type CBP80 with CBP20, *CBP20*^*S245A*^, *CBP20*^*S245D*^ or *CBP20*^*S245E*^ by yeast two-hybrid. In consistent with previous study [24], we were able to detect the interaction between CBP20 and CBP80, however, the interaction was not influenced by the phosphorylation states of CBP20 (S2C Fig). Generally, CBP80 interacts with CBP20 and in assisting CBP20 transfer into nucleus [25], we then examined cellular localization of *CBP20*^*S245A*^*-YFP and CBP20*^*S245D*^*-YFP or CBP20*^*S245E*^*-YFP* into *cbp20* with or without the presence of ethylene. Both wild type CBP20 and mutated CBP20 were mainly localized in the nucleus and their localizations were not altered by ethylene treatment (S2D Fig).

### Small RNA and RNA sequencing analysis of CBP20 regulated microRNAs in roots with ethylene treatment

CBC complex has a key role in several gene expression mechanisms [26–28] and CBP20 is essential for miRNA biogenesis [29–31]. We speculated that CBP20 is required for the biogenesis of miRNAs in the root growth in ethylene response. To address this question, we conducted small RNA sequencing using the roots and shoots isolated from 3-day old etiolated seedlings of Col-0 or *cbp20* mutant treated with air or ethylene (S3A and S3B Fig). In consistent with previous study [30], most of species of miRNA detected were down regulated in *cbp20* (S1–S4 Tables). By comparing the miRNA expressions in the roots and shoots of Col-0 and *cbp20* treated with air or 4 hours ethylene gas. We found that ethylene altered miRNA expressions in a tissue specific manner (Fig 2A). As shown in Fig 2A and 2B, almost no shared ethylene induced differential expressed miRNAs were detected in the shoots and roots in Col-0 or *cbp20* mutant. Given ethylene regulated miRNA expression is tissue specific, and *cbp20* root specific phenotype with ethylene treatment, we speculated that the ethylene responsive root phenotype of *cbp20* potentially due to the alteration of miRNAs in roots. Through further analysis, 13 ethylene regulated miRNAs (P<0.05) were identified specifically in Col-0 roots (Fig 2A). Among them, 7 miRNAs were up regulated and 5 were down regulated, and most of them are uncharacterized miRNAs (Fig 2B and S1 Table). Overall these results demonstrate that ethylene alters miRNA expression in a tissue specific manner, and we are able to identify ethylene regulated miRNAs specifically in roots in a CBP20 depend manner.

**Fig 2:**
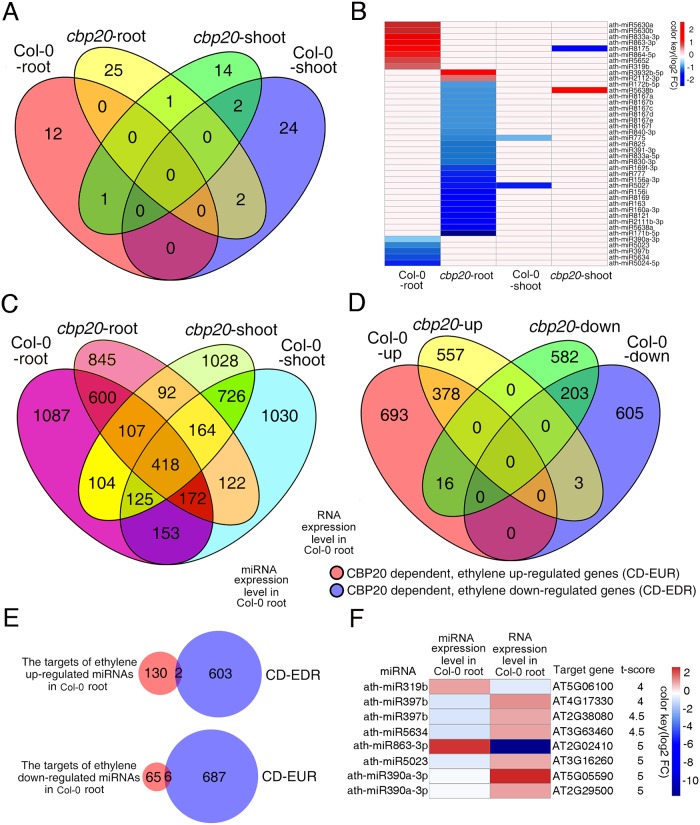
Small RNA and RNA sequencing analysis of CBP20 regulated miRNAs and RNAs in roots and shoots with ethylene treatment. (A) The Venn diagram shows the numbers of ethylene regulated miRNAs in the roots or shoots of Col-0 and *cbp20* mutant. The miRNAs, which are differentially regulated by ethylene in the shoots or roots of Col-0 or *cbp20* are compared. (B) Heat map shows the expression level of differential regulated miRNAs in the root and shoot of Col-0 and *cbp20* mutant with ethylene treatment. Total small RNA was prepared from the roots or shoots of 3-day-old etiolated seedlings of Col-0 or *cbp20* plants treated with air or 4 h ethylene. Differentially expressed miRNA requiring a 1.5 fold change comparing the indicated conditions with P<0.05 after Benjamini–Hochberg correction. (C) The Venn diagram shows the numbers of ethylene regulated genes in the roots and shoots of Col-0 and *cbp20* mutant. Total RNA was prepared from the roots or shoots of 3-day-old etiolated seedlings of Col-0 or *cbp20* plants treated with air or 4 h ethylene. Differentially expressed genes were identified by fragments per kilobase per million reads (FPKM) filter<0.1, requiring a twofold change comparing the indicated conditions with P<0.05 after Benjamini–Hochberg correction (D) The Venn diagram shows the number of The CBP20 dependent differential regulated genes in Col-0 root after ethylene treatment. (E) The venn diagram shows the number of the targets of differential regulated miRNAs and the CBP20 dependent differential regulated genes in Col-0 roots after ethylene treatment. (F) Heat map shows the expression level of differential regulated miRNAs and their target genes in col root after ethylene treatment.

In plants, the main function of miRNAs appears to be in gene regulation. Therefore, we expected the expression of the potential targets of 12 miRNAs identified above is anti-correlated with their miRNAs in response to ethylene in Col-0 roots. 

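*CBP20* (AT5G44200) encodes the small subunit of the nuclear cap-binding complex and is the gene mutated in *cbp20*. It lies on chromosome 5 from 17801814 to 17804130 in the TAIR10 coordinates of the deposited tables. Its level in Col-0 roots was 28.6 FPKM in air and 23.8 FPKM in ethylene, and in Col-0 shoots 35.8 and 31.0 FPKM. In *cbp20* it was 0.654 and 0.509 FPKM in roots and 2.14 and 0.991 FPKM in shoots. *ABH1*, which encodes the partner subunit CBP80, lay between 9.55 and 13.3 FPKM in the 8 groups, and did not pass the test in any of the 4 tables. *CBP20* did not pass it in Col-0 roots or in the shoots of either genotype, and in *cbp20* roots it lay under the minimum of 1 FPKM and was not tested. Poly(A) RNA was isolated from roots or shoots of 3-day-old etiolated Col-0 and *cbp20* seedlings kept in air or exposed to ethylene gas for 4 h, at 10 ppm by the sample labels, and sequenced from directional libraries. Each of the 8 groups had 2 libraries, 16 in all. The methods give a growth temperature of 22 °C and the labels 24 °C. The labels place every root library on lane 6 and the 2 libraries of each shoot group on lanes 5 and 6. The authors aligned the reads to TAIR10 with TopHat2 2.0.9 and compared ethylene with air by Cuffdiff 2.2.1, once for each tissue and genotype, which gave 4 tables. FPKM counts fragments scaled by transcript length and by the number of mapped fragments. The tables hold the authors' FPKM for each group of 2 libraries together with a p-value, so the levels carry no SD here, and the spread between libraries enters only through Cuffdiff's p. The number of reads per library is not given in the sources used here. The 4 tables were normalized separately, so levels from different tables were set side by side but not tested against each other. A gene was called up or down regulated when it had at least 1 FPKM in air or ethylene, a change of at least 1.5-fold, and a Cuffdiff p under 0.05 after Benjamini-Hochberg adjustment over all such genes. Between 17508 and 17825 genes were tested per table, with a median of 12.8 to 13.7 FPKM. Loci that name no gene, of median length 51 bases, held 72.6% to 86.2% of the summed FPKM and were left out, as were genes whose name stands at several loci. To compare the responses of 2 tissues or genotypes, the difference between their log2 ratios of ethylene to air was tested, with each standard error taken from the log2 ratio and its p. Genes with a group at 0 gave no finite log2 ratio and were left out of that test. Genes with a p over 0.9 were left out by choice, so genes with next to no change in 1 of the 2 responses were not tested.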

We conducted RNA sequencing use the same tissues as mentioned in small RNA seq with two biology duplications (S4A and S4B Fig). Comparable numbers of ethylene-regulated genes were detected in the roots and shoots of Col-0; however, only about 20–30% of genes were overlapped between these two type tissues (Fig 2C and S1–S4 Datasets), showing the tissue specific in ethylene response. 

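Ethylene raised the organ-size genes *ARGOS* and *ARL* in both tissues of Col-0. *ARGOS* rose from 7.15 to 278 FPKM in roots and from 44.7 to 311 FPKM in shoots, and *ARL* from 7.51 to 168 FPKM in roots and from 44.5 to 278 FPKM in shoots. *BCA3*, a beta carbonic anhydrase, rose from 2.06 to 80.5 FPKM in roots and from 4.42 to 34.7 FPKM in shoots. Other genes, chosen for their difference after the values had been seen, moved apart. *ACS5*, an ethylene biosynthesis gene, fell in roots from 10.2 to 2.52 FPKM and rose in shoots from 8.80 to 22.6 FPKM. *GH9B13*, a glycosyl hydrolase, fell in roots from 83.8 to 15.2 FPKM and rose in shoots from 123 to 215 FPKM, whereas *HRGP1*, a cell wall extensin, rose in roots from 81.5 to 282 FPKM and fell in shoots from 19.0 to 9.72 FPKM. In roots 730 genes rose and 670 fell of 17508 tested. In shoots 473 rose and 993 fell of 17825. Among 16450 genes tested in both tissues, 144 rose in both and 249 fell in both. Independent lists of the same sizes would share 18.0 and 35.9. The 393 shared genes were 28.1% of the root genes, 26.8% of the shoot genes and 15.9% of the genes called in either tissue, and 33 genes went opposite ways. The test of the difference itself found a response that differed between root and shoot for 317 of 13870 genes, of which 291 had opposite signs in the 2 tissues. Opposite signs are favoured by this test, because its standard errors rest on each response's own p. On simulated data this test recovered 17.8% of genes whose responses differed by 2 on the log2 scale and 1.10% of those that differed by 1, so most differences of that size were not detectable.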

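Of 22 genes of ethylene signalling and feedback, listed before the data were examined, 11 rose in Col-0 roots and 12 in Col-0 shoots. *EBF2* was an exception, as its values in the paper's datasets had been seen when the plan was written. Adjusted over the list alone, 12 rose in roots, and 13 rose and 1 fell in shoots. The receptor gene *ERS2* rose from 2.16 to 19.6 FPKM in roots and from 11.5 to 31.9 FPKM in shoots. *EBF2*, whose F-box protein targets EIN3 for degradation, rose from 70.3 to 177 FPKM and from 71.8 to 178 FPKM, and the kinase gene *CTR1* from 20.9 to 54.7 FPKM and from 24.9 to 77.8 FPKM. *EIN3* was at 64.2 FPKM in air and 85.3 FPKM in ethylene in roots and did not pass the test, with an adjusted p of 0.186. Of the 22 genes, 10 were among the 393 genes called in the same direction in root and shoot (Fisher's exact test, one-sided, adjusted p of 2.03e-09). *HLS1*, which is needed for the apical hook, rose in shoots from 6.26 to 34.5 FPKM and was at 2.41 and 1.92 FPKM in roots, where it did not pass the test. Its log2 response was smaller in roots by a difference of -2.79 (standard error 0.79, adjusted p of 0.0261). Of 13 measured genes of the root hair and root epidermis, 7 rose in Col-0 roots, also adjusted over the list alone, which added 1 that fell. The cell wall protein gene *PRP1* rose from 31.3 to 328 FPKM, *LRX1*, an extensin of root hairs, from 14.7 to 67.5 FPKM, and *RSL4*, a transcription factor of root hair growth, from 14.3 to 43.3 FPKM. In Col-0 shoots Cuffdiff called 0 of 12 measured genes of this list, and 0 had an unadjusted p under 0.05. The 7 genes were among 898 genes called in roots and not in shoots, of 12 on the list that were tested in both (Fisher's exact test, one-sided, adjusted p of 2.63e-05). The difference test separated root from shoot for 3 of 11 of them, *PRP1* (3.78, adjusted p of 0.00787), *LRX1* (2.79, adjusted p of 0.0169) and *XTH14* (1.79, adjusted p of 0.00695). Of 17 light-harvesting genes tested in both tissues, 10 were among 931 genes called in shoots and not in roots (Fisher's exact test, one-sided, adjusted p of 2.17e-07), but a difference between the tissues was found for 0 of 17. The Fisher tests, 150 in all, were chosen after the list counts had been seen.

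**Figure D1:**
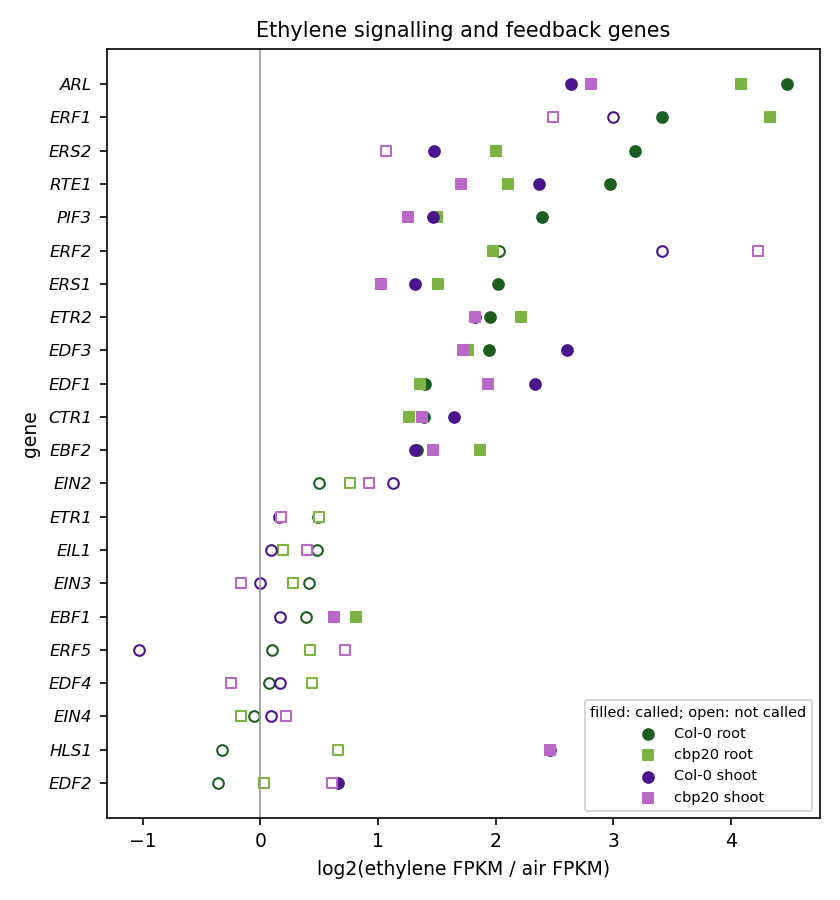
Log2 ratio of ethylene to air of the 22 genes of ethylene signalling and feedback in the 4 tables (roots and shoots of Col-0 and *cbp20*). Filled points passed the test and open points did not. Filled points lie above 0 for 11 genes in Col-0 roots and 12 in Col-0 shoots.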

Further GO analysis showed that ethylene related GO terms were enriched in those ethylene regulated genes shared between shoots and roots, and root development related GO terms were enriched in the genes specifically regulated in roots (S5A–S5C Fig). Similarly, in *cbp20* mutant the gene regulation also showed tissue specificity in response to ethylene (Fig 2C and S1–S4 Datasets).

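Among genes chosen for their difference after the values had been seen, *GH9B13*, the glycosyl hydrolase gene, had opposite responses in *cbp20*. It fell in roots from 65.1 to 21.6 FPKM and rose in shoots from 112 to 193 FPKM. *GLDP1*, a subunit of glycine decarboxylase, rose in roots from 21.3 to 33.9 FPKM and fell in shoots from 76.6 to 47.1 FPKM. Other genes rose in both tissues. *EFE*, an ACC oxidase that makes ethylene, went from 43.3 to 173 FPKM in roots and from 78.8 to 734 FPKM in shoots, and *ETR2*, an ethylene receptor, from 6.82 to 31.7 FPKM and from 17.4 to 61.7 FPKM. *HLS1* was at 2.26 and 3.57 FPKM in roots and rose in shoots from 6.02 to 33.3 FPKM, but the difference between its log2 ratios in root and shoot, -1.81 (standard error 0.75, adjusted p of 0.260), did not pass the test. Of the genes of the root hair and root epidermis, 7 of 12 tested in both tissues were among 808 genes called in roots and not in shoots (Fisher's exact test, one-sided, adjusted p of 1.59e-05). The difference test separated root from shoot for 1 of the 12, *XTH14*, a xyloglucan endotransglucosylase, by 1.54 on the log2 scale (adjusted p of 0.0166). In *cbp20* roots 662 genes rose and 639 fell of 17548 tested, and in *cbp20* shoots 467 rose and 794 fell of 17674. Among 16480 genes tested in both, 150 rose in both tissues and 226 fell in both, where independent lists would share 15.2 and 27.1. The 376 shared genes were 28.9% of the root genes and 29.8% of the shoot genes, and 6 genes went opposite ways. The difference test found 146 of 13867 genes with unlike responses in root and shoot, 135 of them with opposite signs, and it recovered 27.4% of simulated differences of 2 on the log2 scale. As in Col-0, the test favours opposite signs.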

We then compared ethylene regulated gene expression in the roots of Col-0 and *cbp20*. 

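In *cbp20* roots ethylene raised all 11 of the ethylene signalling and feedback genes that it raised in Col-0 roots, and *EBF1* and *ERF2* besides. *ERF1*, an ethylene response factor, rose from 2.02 to 21.6 FPKM in Col-0 and from 1.52 to 30.8 FPKM in *cbp20*. The 7 root hair genes called in Col-0 were called in *cbp20* too, among them *PRP1*, from 51.0 to 383 FPKM, and *RSL4*, from 24.2 to 50.8 FPKM. Other genes, chosen for their difference after the values had been seen, did not respond alike. *CYP81F2*, a cytochrome P450 of indole glucosinolate metabolism, rose in Col-0 roots from 5.84 to 17.2 FPKM and fell in *cbp20* roots from 27.7 to 10.2 FPKM. The glutathione transferase locus *GSTF7/GSTF6* rose from 257 to 465 FPKM in Col-0 and fell from 416 to 153 FPKM in *cbp20*, and *PLA2A*, a patatin-like lipase, rose from 6.20 to 22.8 FPKM and fell from 10.8 to 3.90 FPKM. *CHX18*, a cation exchanger, fell in Col-0 from 60.6 to 2.18 FPKM and rose in *cbp20* from 3.44 to 62.3 FPKM. AT5G53380 showed the same pattern, from 102 to 1.48 FPKM in Col-0 roots and from 1.34 to 90.7 FPKM in *cbp20* roots. Its level in air in Col-0 roots counts as far from the gene's others. The values of *CHX18* were not counted so, but a failed estimate of single groups was not tested for *CHX18* and stays open. *PAD3*, which makes camalexin, was at 6.53 and 9.20 FPKM in Col-0 and fell in *cbp20* from 22.0 to 1.35 FPKM. *CAB1*, a light-harvesting gene of green tissue, fell in Col-0 roots from 65.5 to 27.9 FPKM and was at 164 and 236 FPKM in *cbp20* roots, a difference of -1.76 on the log2 scale (adjusted p of 0.00337). Of 730 genes up regulated in Col-0 roots, 333 (45.6%) were not called up in *cbp20* roots, and of 670 down regulated genes 340 (50.7%) were not called down. Taken in the other direction, 40.0% of the up regulated and 48.4% of the down regulated genes of *cbp20* roots were not called in Col-0 roots. Of the 315 up regulated genes that *cbp20* did not repeat and that had values there, 273 also had a ratio above 1 in *cbp20*, and of the 318 down regulated genes 284 had a ratio below 1. Over 1316 genes called in Col-0 roots, the log2 ratio in *cbp20* was a median 0.746 of that in Col-0, with quartiles of 0.482 and 0.942. The reverse median, over 1209 genes called in *cbp20* roots, was 0.911. Both medians are biased downward, because the genes were chosen on the p of the genotype whose ratio is the divisor. The difference test found 26 of 14276 genes with unlike responses in the 2 genotypes, all 26 with opposite signs, and 21 without genes whose value in a group lay far from the gene's others. In a separate adjustment over the genes called in Col-0 roots alone it found 23 of 1298, 19 of them with opposite signs, and 15 of 1292 without such values. The test recovered 38.5% of simulated differences of 2 on the log2 scale and 1.69% of differences of 1. These were simulated in either direction, so the shares are not the power for a lost response. Each standard error came from a ratio and a p of at least 5e-05, so 2 responses of the same sign could rarely pass. Opposite signs thus follow largely from the test, and a lost or weakened response in *cbp20* would mostly be missed.

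**Figure D2:**
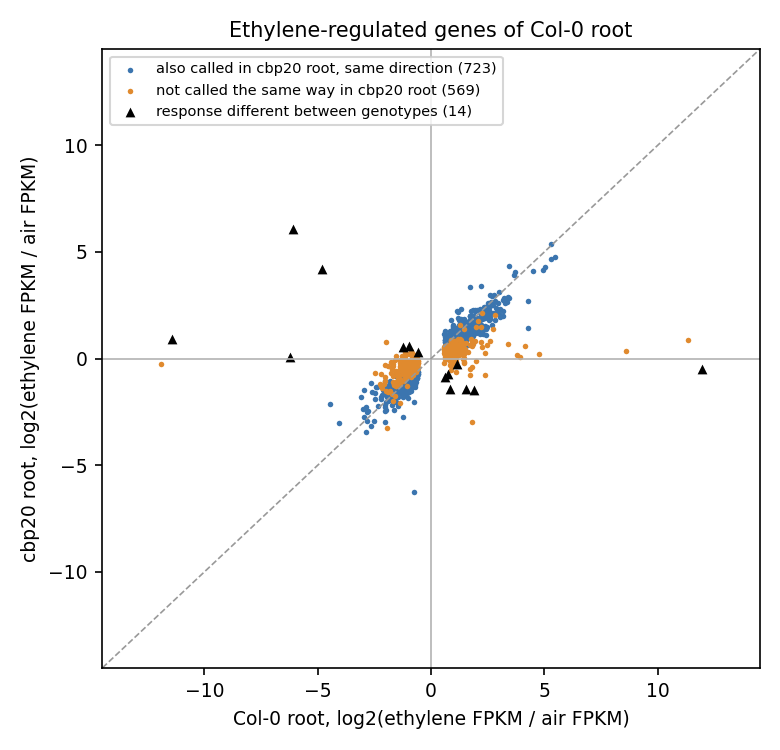
Log2 ratio of ethylene to air in *cbp20* roots (vertical) against Col-0 roots (horizontal) for 1306 genes called in Col-0 roots, each point a gene. The 14 marked genes passed the difference test adjusted over all genes tested, not over the calls alone. Of the others, which did not pass that test or were left out of it, 723 were also called in the same direction in *cbp20* and 569 were not. In all, 1245 lie on the same side of 0 in both.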

As shown in Fig 2D, about 60% of up regulated genes and 75% of down regulated genes in Col-0 roots were not altered in *cbp20* roots in the presence of ethylene (S5 and S6 Datasets), showing CBP20 dependency. We then studied the association between 12 microRNAs and their targets genes in ethylene response. In total 841 potential target genes were identified and 203 with high confidence (T score < = 5) (S7 Fig and S8 Dataset). Among them, only 8 target genes were differentially regulated by ethylene in the roots of Col-0, while their differential expressions were impaired in *cbp20* (Fig 2E). 

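Of the 203 predicted targets, 132 belong to miRNAs that the study found raised by ethylene and 71 to miRNAs it found lowered. The study chose the miRNAs from small RNA sequencing of the same tissues and predicted their targets by sequence. In Col-0 roots 730 of 17508 tested genes rose and 670 fell, and the shares among targets were not tested against these. The median log2 change there was 0.03 for targets of raised miRNAs and 0.05 for targets of lowered miRNAs. These medians lay at percentiles 63.84 and 76.55 of random lists matched on size and mean FPKM, so neither list stood out as a whole. Among 48 tested targets of lowered miRNAs, 5 rose in Col-0 roots. *LAC17*, *LAC2* and *IRX12* encode laccases, the enzymes that polymerize lignin, and are predicted targets of miR397b. *LAC17* rose from 31.7 to 80.1 FPKM, *LAC2* from 15.9 to 32.3 FPKM and *IRX12* from 58.8 to 97.4 FPKM. *AT3G63460*, a SEC31 protein of the secretory pathway, rose from 29.3 to 50.2 FPKM, and *AT2G29500*, a small heat shock protein, from 35.4 to 62.4 FPKM. Among 82 tested targets of raised miRNAs, 4 fell, of which *AT2G02410* was 1 and the loci of *NAI2*, *LUL2* and *AT3G05150*, each joined with a neighbouring gene, were 3, and 4 rose, *ARL* among them. In *cbp20* roots 5 of these 9 opposite genes were called in the same direction, *LAC17* from 37.8 to 71.7 FPKM and *LAC2* from 6.82 to 15.7 FPKM among the 5. *IRX12* was at 70.3 and 86.7 FPKM in *cbp20* (adjusted p of 0.315), *AT3G63460* at 31.2 and 40.5 FPKM (adjusted p of 0.178) and *AT2G29500* at 35.4 and 43.1 FPKM (adjusted p of 0.612). The difference between the genotypes was 0.43 for *IRX12* (standard error 0.24), 0.40 for *AT3G63460* (standard error 0.25) and 0.53 for *AT2G29500* (standard error 0.34), and none of these differences passed the test. Of the other targets in Fig 2F, *G2484-1* was at 14.8 FPKM in air and 30.1 FPKM in ethylene in Col-0 roots (adjusted p of 0.0739), *TRZ4* was at 5.29 FPKM in ethylene (adjusted p of 0.228) and *PAI2* was at 0.536 and 2.93 FPKM (adjusted p of 0.250). With an unadjusted p under 0.05 in place of the adjusted p, 14 targets moved opposite to their miRNA, of which 6, *MYB33* among them, were also called in *cbp20* roots and 8 were not. With the thresholds of the Fig 2 legend 4 did, of which 1 was also called in *cbp20* roots.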

By comparing the expressions of ethylene altered miRNAs and their target genes in Col-0 roots, two miRNAs (miR319b, miR863-3p) were identified that up regulated by ethylene and the expression of their potential target genes was down regulated in the presence of ethylene in the roots of Col-0, while not in the roots of *cbp20* (Fig 2F).

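*MYB33* (AT5G06100), a GAMYB-like transcription factor and predicted target of miR319b, was at 22.4 FPKM in air and 11.2 FPKM in ethylene in Col-0 roots, a log2 ratio of -0.99. This did not pass the test over all genes (adjusted p of 0.0575), while the p in the authors' deposited table was 0.00535. In *cbp20* roots *MYB33* was at 28.2 and 15.0 FPKM, a log2 ratio of -0.91 (adjusted p of 0.121), with a p of 0.01325 in the authors' deposited table. Its values belong to a locus joined with the neighbouring gene AT5G06090 on chromosome 5 from 1835106 to 1843872, so reads of the 2 genes are summed. Among many predicted targets of miR863-3p, *ARL*, *UMAMIT33* and *E12A11* rose in Col-0 roots, and the joined locus of *NAI2* fell in both genotypes. *AT2G02410*, another predicted target of miR863-3p on chromosome 2 from 632634 to 634919, fell in Col-0 roots from 12271 to 3.19 FPKM. In *cbp20* roots it was at 2.09 and 1.78 FPKM (adjusted p of 0.920). The level in air is far from the gene's others, since Col-0 shoots had 9.12 and 11.9 FPKM, and in *cbp20* shoots it fell from 5272 to 9.04 FPKM. The difference of its log2 ratios between Col-0 and *cbp20* roots was -11.67 (standard error 3.02). The difference test gave an adjusted p of 0.0552 over all genes tested, which is not the separate adjustment over genes called in Col-0 roots alone. *MIR319b* was at 8.88 and 8.34 FPKM in Col-0 roots (adjusted p of 0.921) and at 3.83 and 72.6 FPKM in *cbp20* roots (adjusted p of 0.605), as poly(A) RNA of its precursor and not as the mature miRNA. From genes called in Col-0 roots and not in *cbp20* roots (Fig 2D), the paper kept predicted targets whose miRNA moved the other way (Fig 2E and 2F). It states from this comparison that miR319b and miR863-3p are the miRNAs raised by ethylene with lowered targets, and goes on to test *MYB33* as the target of miR319b.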

**Fig 3:**
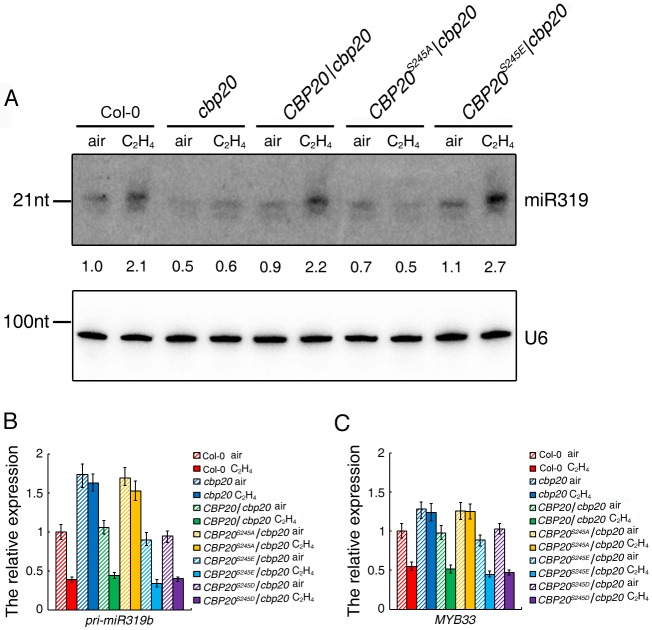
CBP20 phosphorylation regulates miR319 biogenesis and *MYB33* expression. (A) Small RNA northern blot of miR319 in roots of 3-day old seedlings of plants indicated in the figure treated with air or 4 hours ethylene gas. Numbers indicate the relative expression level compared with the U6 control. (B) The relative gene expression of *pri-miR319b* in roots of 3-day old seedlings of plants indicated in the figure treated with air or 4 hours ethylene gas. (C) The relative gene expression level of *MYB33* in *cbp20* mutant and cbp20 mutant transformed with full length of CBP20, constitutive mimic dephosphorylated of CBP20 (CBP20^S245A^) and constitutive mimic phosphorylated of CBP20 (CBP20S^245E^ and CBP20^S245D^) treated with ethylene. Total RNAs were extracted from the roots of 3-day-old etiolated seedlings from indicated genotypes and gene expression was analyzed by qualitative RT-PCR (3 biological replicates).

### Phosphorylation of CBP20 is required for the elevation of miR319 and down-regulation of *MYB33* expression in response to ethylene

To validate the function of miRNAs identified above in response to ethylene, and the connection between their expressions with the phosphorylation state of CBP20, we examined mature miR319 by northern blot in *cbp20* mutant, *CBP20*/*cbp20*, *CBP20*^*S245A*^*/cbp20* and *CBP20*^*S245E*^*/cbp20* with or without ethylene treatment. In consistent with small RNA sequencing result, miR319 indeed was up regulated by ethylene in the roots of Col-0 (Fig 3A), and the elevation was impaired in the roots of *cbp20* mutant. Furthermore, constitutive phosphorylated *CBP20*^*S245E*^, while not dephosphorylated *CBP20*^*S245A*^ were able to recover the ethylene induced elevation of miR319 expression (Fig 3A), indicating that ethylene induced phosphorylation of CBP20 potentially required for the elevation of miR319b expression in roots. We next examined the expression of *pri-miR319b* in the roots of Col-0, *cbp20*, *CBP20*/*cbp20*, *CBP20*^*S245A*^/*cbp20*, *CBP20*^*S245D*^/*cbp20* and *CBP20*^*S245E*^/*cbp20* treated with air or 4 hours ethylene gas by quantitative RT-PCR. As shown in Fig 3B, the expression of *pri-miR319b* was decreased with the ethylene treatment and the down regulation was impaired in *cbp20* mutant. The down regulation of *pri-miR319b* was detected in the roots of *CBP20*^*S245D*^*/cbp20* or *CBP20*^*S245E*^*/cbp20*, while not in that of *CBP20*^*S245A*^*/cbp20* (Fig 3B), indicating that the phosphorylation is required for the down regulation of pri-miRNA, further suggesting that the elevation of miR319b in response to ethylene due to the biogenesis of miRNA, while not due to the elevation of pri-miR319b.

To further examine how the phosphorylation of CBP20 influences the gene expression of *MYB33* in response to ethylene, we conducted qRT-PCR in the roots of Col-0, *CBP20*/*cbp20*, *CBP20*^*S245A*^*/cbp20*, *CBP20*^*S245D*^*/cbp20* and *CBP20*^*S245E*^*/cbp20* with or without ethylene treatment. The expression level of *MYB33* was indeed decreased by ethylene treatment, which is consistent with RNA-seq result (Fig 3C). In *cbp20* and *CBP20*^*S245A*^*/cbp20* plants, the down regulation of *MYB33* was impaired, however, in *CBP20*^*S245D*^*/cbp20* or *CBP20*^*S245E*^*/cbp20* (Fig 3C), the expression of *MYB33* is recovered as that of in Col-0. Overall, the result shows that the expression of *MYB33* is anti-correlated with the expression of miR319b specifically in roots in ethylene response, indicating that ethylene induced phosphorylation of CBP20 inhibits the expression of *MYB33*, which potentially through CBP20 regulated biogenesis of miR319b in roots.

### *myb33* mutants and overexpression of *miR319b* plants display the ethylene hypersensitive phenotype in roots

To further examine whether miR319b plays a role in root growth in ethylene response, we generated the *miR319b* overexpression (*miR319bOE)* plants, and examined their phenotype in response to ethylene. As expected, the roots of *miR319bOE* plants were more sensitive to ethylene than that of wild type (Fig 4A–4C). *MYB33* is one of potential targets of miR319b, we therefore obtained *myb33* mutant to examine its phenotype in response to ethylene. As expected, the roots of *myb33* mutant displayed similar phenotype as that of *miR319bOE* in the presence of ethylene (Fig 4A–4C and S6A and S6B Fig). Comparing to wild type, the pri-miR319b was increased (Fig 4D), while the expression of *MYB33* was decreased in *miR319bOE* plants (Fig 4E), showing that the elevation of miR319b is not due to the elevation of its precursor in the presence of ethylene, but potentially due to the miRNA biogenesis process in response to ethylene. We then conducted a 5′ RNA Ligase-Mediated (RLM)-Rapid Amplification of cDNA ends (RACE) in both Col-0 and *miR319OE* plants to evaluate that *MYB33* is one of targets of mir319b *in vivo*, In Col-0, no cleavage event was detected between the 10th nucleotide U and the 11nd nucleotide C from the 5′ end of the miRNA in Col-0. However, in *miR31bOE*, 5 out of 15 cleavage events were detected between nucleotides 10 and 11 from the 5′ end of the miRNA (S6C Fig), which are in consistent with the published data [32]. Taken all together, these results indicate that miR319b is involved in root growth by targeting *MYB33* for degradation in a CBP20 dependent manner.

**Fig 4:**
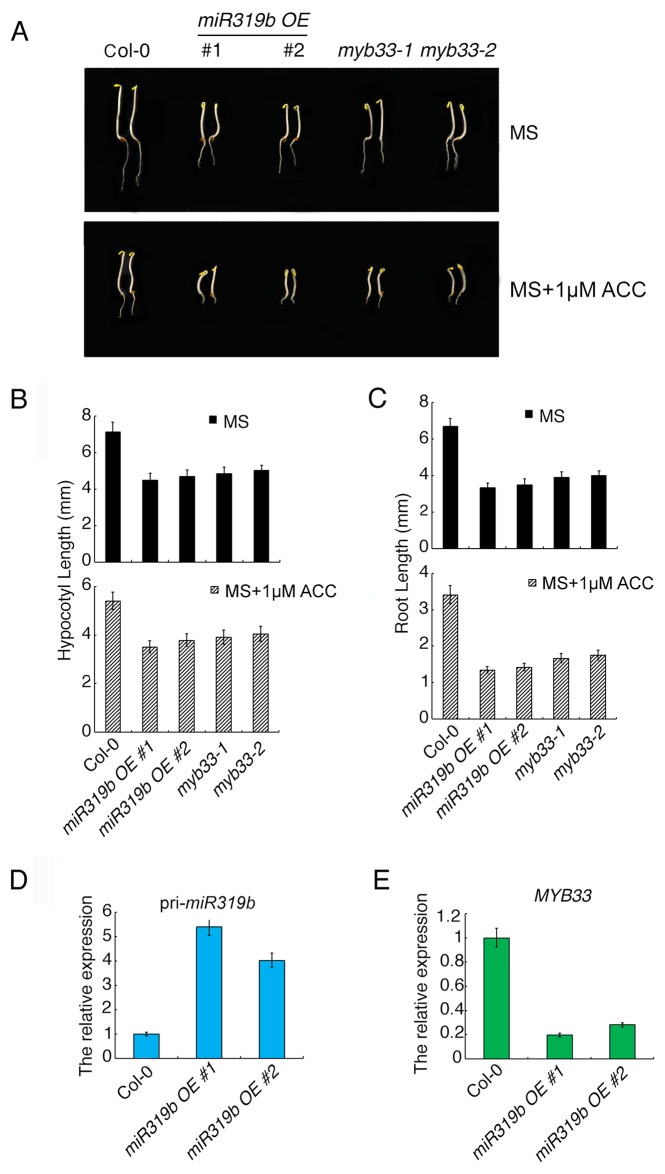
*miR319bOE* plants and *myb33* mutants show the ethylene hypersensitive phenotype. (A) Triple response phenotype of *miR319b OE* plants and *myb33* mutants. (B-C) The length of hypocotyls (B) and roots (C) of *miR319b OE* plants and *myb33* mutants grown on MS or MS with 1μM ACC. (D-E) The relative expression level of *pri-miR319b* (D) and *MYB33* (E) in *miR319bOE* plants. Total RNAs were extracted from the roots of 3-day-old etiolated seedlings from indicated genotypes and gene expression was analyzed by qRT-PCR (3 biological replicates).

Because *MYB33* is a shared target between miR319 and miR159, we examined the expression of miR159 in the roots of Col-0 and *cbp20* treated with air and ethylene by northern blot. Inconsistent with small RNA-seq result, no differential expression of miR159 was detected in Col-0 roots between air and ethylene treatments (Fig 5A). As previous published data [30], we detected the reduction of miR159 in *cbp20* comparing to that of in Col-0, which is consistent with published data [30]. However, no ethylene induced alteration for miR159 was detected in the roots of both Col-0 or *cbp20* mutant (Fig 5A). In addition, no significant difference of pri-miR159 was detected in both Col-0 and *cbp20* roots by ethylene treatment as well (Fig 5B). Furthermore, the phosphorylation mimic forms of CBP20^S245D^ and CBP20^S245E^, while not dephosphorylation mimic form of CBP20^S245A^ behaved as wild type CBP20 (Fig 5B). We further examined the *pri-miR159a* in two independent *miR319bOE* plants and found *pri-miR159a* was not affected by the overexpression of *miR319b* (Fig 5C), indicating that in the presence of ethylene, the down regulation of *MYB33* is associated with the up regulation of miR319b, while not miR159.

**Fig 5:**
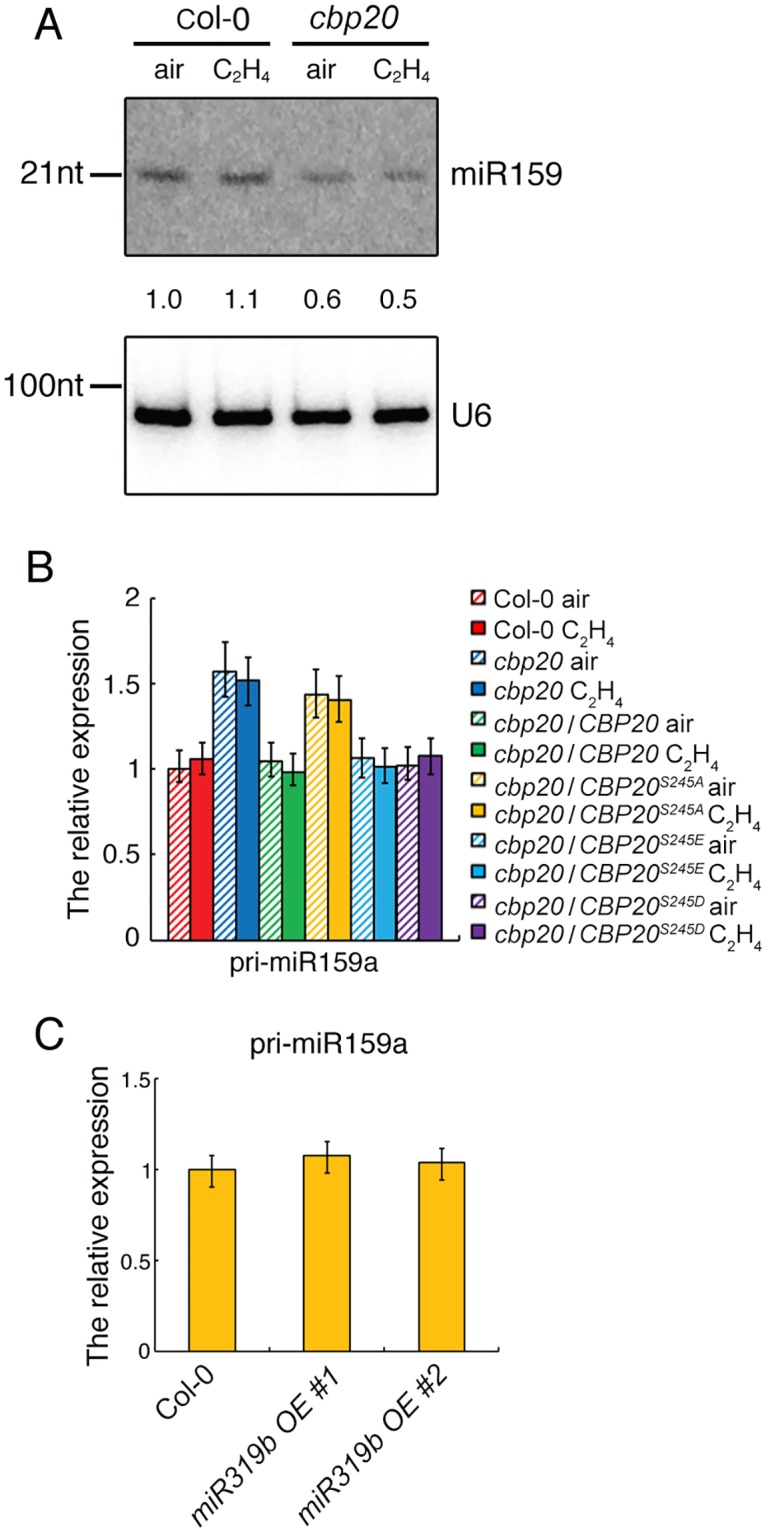
CBP20 phosphorylation does not influence expression of miR159. (A) Small RNA northern blot of miR159 in Col-0 and *cbp20* mutant treated with or without 4 hours ethylene gas. Numbers indicate the relative expression level of miR159 compared with the U6 control. (B) The relative gene expression level of *pri-miR159a* in *cbp20* mutant and *cbp20* mutant transformed with full length of *CBP20 (CBP20/cbp20)*, constitutive dephosphorylated of *CBP20* (*CBP20*^*S245A*^*/cbp20*) and constitutive phosphorylated of CBP20 (*CBP20*^*S245E*^*cbp20* and *CBP20*^*S245D*^*/cbp20*) treated with or without 4 hours ethylene gas. (C) The relative expression level of *pri-miR159a* in *miR319bOE* lines.

To evaluate whether the phenotype of *miR319bOE* is caused by down regulation of *MYB33*, we constructed mutated *MYB33* (*mMYB33*) carrying mutation in miR319 targeting site (S7A Fig) and introduced it into *miR319bOE* plants to obtain *miR319bOE/mMYB33OE*. The ethylene responsive phenotypes of both the roots and shoots of *miR31bOE* were recovered in *miR319bOE/mMYB33OE* plants (Fig 6A–6C). We then examined the expression of *MYB33* in the roots of *miR319bOE* and *miR319bOE/mMYB33OE*. In consistent with Fig 5E, the expression of *MYB33* was down regulated in *miR319bOE* plants, and was highly up regulated in *miR319bOE/mMYB33OE* in comparing to that of in Col-0 (Fig 6D), while the expression of *pri-miR319b* in *miR319bOE* and in *miR319bOE/mMYB33OE* plants were comparable (S7B Fig). TCPs are known targets of miR319, however, no ethylene induced alteration of TCPs was detected in our RNA-seq result, to further confirm the result, we examined the gene expression of *TCPs* by qRT-PCR in Col-0 treated with or without ethylene. 

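*TCP3*, a TCP transcription factor of leaf and cotyledon growth, was at 0.517 FPKM in air and 2.84 FPKM in ethylene in Col-0 roots (adjusted p of 0.228) and at 15.4 and 25.3 FPKM in Col-0 shoots (adjusted p of 0.0826). *TCP24* was at 2.97 and 2.55 FPKM in Col-0 roots and at 14.8 and 23.1 FPKM in shoots (adjusted p of 0.265). *TCP2* and *TCP10* lay under 1 FPKM in Col-0 roots and were not tested there. In Col-0 shoots *TCP2* was at 7.11 and 12.9 FPKM and *TCP10* at 3.68 and 3.44 FPKM. Cuffdiff with Benjamini-Hochberg adjustment called 0 of 2 measured genes in Col-0 roots and 0 of 4 in Col-0 shoots. At an unadjusted p under 0.05 there was 1 in roots, *TCP3*, and 3 in shoots, *TCP2*, *TCP3* and *TCP24*, and adjusted over the list alone 1 rose in shoots. In *cbp20* roots *TCP3* was at 1.36 and 1.85 FPKM and in *cbp20* shoots at 13.4 and 14.3 FPKM, and 0 of the genes had an unadjusted p under 0.05 there. *TCP4* stands at 2 loci in the tables and was not used here.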

No significant change was detected for those gene expressions in response to ethylene (S7C Fig). In addition, gene expression of *TCP24* was not altered in *miR319bOE/mMYB33* in comparing to that of in *miR319bOE* plants (S7D Fig), and the expression of other TCPs displayed similar patterns as *TCP24* both in Col-0 and *miR319OE* plants (S7E Fig). Finally we conducted Agrobacterium-mediated transient co-expression assay with *MYB33* or mutated m*MYB33* CDS fused to 35S::LUC 3’UTR with or without the *miR319b* precursor. Comparing to the assay without miR319b precursor, *MYB33* expression was significantly lower in the presence of miR319b precursor (Fig 7A and 7B). However, no significant change was detected for *mMYB33* expression between with and without the presence of miR319b precursor (Fig 7A and 7B). The similar assay was also conducted using YFP-HA-tagged *MYB33* or mutated *MYB33* (*mMYB33*) with or without miR319b precursor to examine how miR319b influence gene expression of *MYB33* and its protein level. The gene expression of *MYB33*, while not *mMYB33*, is down regulated in the presence of miR319b (S8A Fig). In consistent with gene expression, MYB33 protein is also lower in the assay with the presence of miR319b. However, mMYB33 protein was not altered by miR319b (S8B Fig). Taken all together our data support that miR319b targets to *MYB33* for degradation in roots.

**Fig 6:**
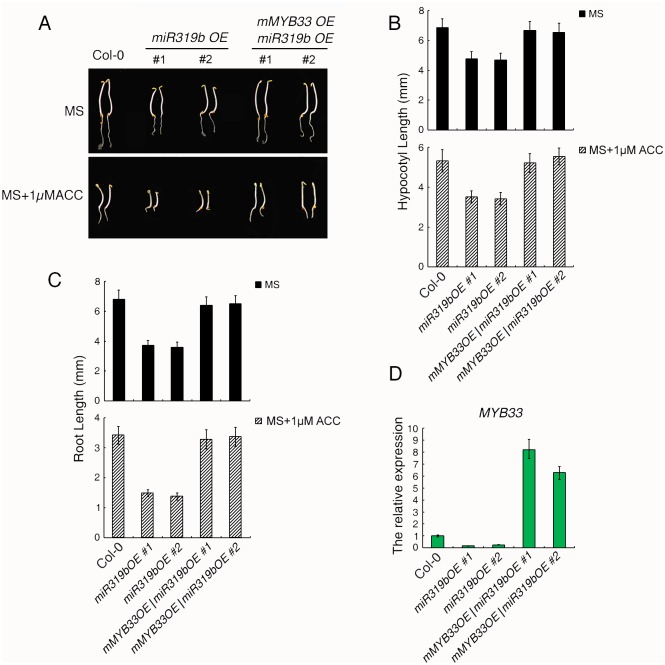
Mutated *MYB33* with miR319b target sites is able to rescue the root phenotype caused by *miR319bOE*. (A) Triple response phenotype of miR319bOE plants, *miR319bOE/mMYB33OE* plants. (B-C) Measurement of hypocotyls (B) and roots (C) of *miR319bOE* and *miR319bOE/mMYB33OE* plants. (D) The relative gene expression of *MYB33* in *miR319bOE* and *miR319bOE/mMYB33OE* plants. Total RNAs were extracted from the roots of 3-day-old etiolated seedlings from indicated genotypes and gene expression was analyzed by qualitative RT-PCR. Three replications have been done with similar result.

**Fig 7:**
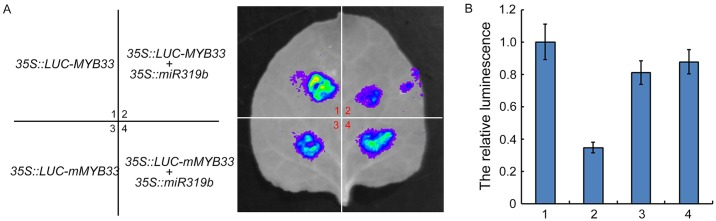
*MYB33* is miR319b target. (A) Luciferase assays showing that gene expression of *MYB33* is down regulated in the presence of miR319b precursor. *Agrobacterium* containing *MYB33* or mutated m*MYB33* CDS fused to 35S::LUC 3’UTR with or without *Agrobacterium* harbouring constructs containing the *miR319b* precursor were injected in to *N*. *benthamiana* plants. After 3 days, The leaves were sprayed with 500 μM luciferin and placed in the dark for 5 min. Luciferase activity was observed. (B) Quantitative measurement of luciferase intensity in different treatments as indicated in the figure. 3 biology replications have been done.

## Discussion

### CBP20 phosphorylation regulates root growth in ethylene signaling

It has been well known that protein phosphorylation are involved in many different plant hormones such as phosphorylation regulates the polarity of PIN in auxin [33–37], gibberellins [33, 38, 39], cytokinin [40], ABA [41] and in BR signaling [42–44]. Many studies have demonstrated that MPKKK cascade promotes ACS6 and EIN3 phosphorylation [45, 46]. Recently study has demonstrated that in the absence of ethylene, the receptors activate CTR1, which phosphorylates EIN2 C-terminus [9]. With the presence of ethylene, the EIN2C is dephosphorylated and then cleaved and translocated into nucleus to activate the downstream signaling pathway [11, 12]. However, the phosphorylation regulation in ethylene signaling is still largely unknown. Genome wide phospho-peptide survey in 3-day old etiolated seedlings treated with air or ethylene was done previously [11], we found the phosphorylation of CBP20 is highly regulated by ethylene gas (Fig 1). In the absence of ethylene, no phosphorylated peptides of CBP20 were detected, while in the presence of ethylene gas, 17 spectrum counts of phosphorylation peptide (239aa-253aa) was detected. Further genetics study demonstrated that the phosphorylation of CBP20 is involved in the growth of root in the presence of ethylene (Fig 1C–1E).

CBP20 is a subunit of CBC complex, which is vital for plant development. Previous study has demonstrated that CBP80, the other subunit of CBC is involved in the regulation of hypocotyl in ethylene signaling through regulation the biogenesis of small RNAs [47]. In mammalians, it has demonstrated that growth factors mTORC1 kinase regulated S6 kinases able to phosphorylates CBP80, activating the CBC affinity for 7mG [48, 49]. However, no evidence has shown CBC complex is regulated by phosphorylation in response to hormones. Here, for the first time we provide evidence showing that CBP20 Ser245 site is highly phosphorylated with ethylene treatment. The constitutive phosphorylated *CBP20*, while not the constitutive non-phosphorylated *CBP20* is able to rescue the ethylene root phenotype of *cbp20*, strongly suggesting that the phosphorylation of CBP20 is involved in ethylene response. Yet, how CBP20 phosphorylation occurs in the presence of ethylene is still undetermined. In our precious study of phosphopeptides in *etr1-1* mutant with or without ethylene treatment, no phosphorylation was detected for CBP20, showing that the phosphorylation of CBP20 is ethylene dependent. Therefore, the identification of kinases that regulate CBP20 phosphorylation specifically in the presence of ethylene will be an immediately interest.

### Ethylene regulated and CBP20 dependent miRNAs in roots

CBC complex regulate many aspects of biological processes including transcription regulation, pre-mRNA splicing, pre-mRNA 3’end processing, miRNA biogenesis, mRNA stability, mRNA and snRNA nuclear export, the pioneer round of translation and nonsense-mediated RNA decay [28]. However, no evidence has shown that CBP20 is involved in ethylene response. In our study, through high throughput sequencing for small RNAs and mRNAs in different plants treated with or without ethylene, we identified ethylene regulated miRNAs. In addition, we found that CBP20 regulates many species of miRNA expressions in response to ethylene with a tissue specific manner (Fig 2). miRNAs are involved in many different aspects of plants. Specifically in plant hormones, such as miR160 targets to several ARF family members to activate auxin signaling pathway for root cap formation [50]; miR159 targets to *MYB33* to activate ABA signaling pathway for seed germination [30]. In ethylene signaling pathway, it have been reported that EIN3 represses miR164 transcription and up regulates the transcript level of *NAC2* to regulate leaf senescence [51]. Here we provide evidence showing for the first time that miRNAs are differentially regulated by ethylene in a tissue specific manner (Fig 2A and 2B), and many of the differential regulations are abolished in *cbp20* mutant (Fig 2A and 2B). Previous studies have shown that CBP20 is required for the biogenesis of many miRNAs [30]. Interestingly, our data showed that some miRNA species are down regulated in *cbp20* mutant, which indicating non-CBP20 dependent miRNA biogenesis is potentially involved in ethylene response.

By comparing the miRNAs in Col-0 and in that of *cbp20*, we found many miRNA species are up regulated in *cbp20* in the presence of ethylene. One possibility is that the precursors of those miRNAs are elevated by ethylene, resulting in the elevation of their miRNAs. Alternatively, CBP20 independent miRNA biogenesis machinery is elevated in the presence of ethylene, resulting in the increase of the miRNAs. However, recently study has shown that small RNA biogenesis machinery component Dicers are not involved in ethylene response [15]. Therefore, further comprehensive studies will be critical to characterize the newly identified ethylene regulated, while not CBP20 dependent miRNAs and uncover the mechanistic details that how biogenesis occurs specifically in the presence of ethylene.

### Ethylene induced CBP20 phosphorylation regulates *miR319* and its target *MYB33* in roots

MicroRNAs in plant are small RNAs, which are approximately 21 nucleotides in length. Normally, they are negative regulators of gene expression through base pairing to the complementary sequence within the target mRNAs, leading to the target mRNA degradation through RISC-mediated cleavage. 

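Among the GAMYB-like genes, *MYB33* had log2 ratios that differed by -0.09 between Col-0 and *cbp20* roots, with a standard error of 0.51 and a 95% interval from -1.09 to 0.91 (unadjusted p of 0.865). The interval includes no difference and also a difference as large as the Col-0 response, so a difference between the genotypes was not detectable at this precision. *MYB65*, a close relative of *MYB33*, was at 3.47 and 5.15 FPKM in Col-0 roots (adjusted p of 0.459) and at 4.29 and 6.67 FPKM in *cbp20* roots. *MYB101*, another GAMYB-like gene, was at 0.633 and 2.19 FPKM in Col-0 roots (adjusted p of 0.243) and at 1.75 and 1.29 FPKM in *cbp20* roots. In shoots *MYB33* was at 16.2 and 12.3 FPKM in Col-0 (log2 ratio -0.39, adjusted p of 0.742) and at 17.3 and 8.60 FPKM in *cbp20* (log2 ratio -1.01, adjusted p of 0.123). The root and shoot responses of Col-0 differed by -0.60 (standard error 0.60, unadjusted p of 0.311). Cuffdiff with Benjamini-Hochberg adjustment called 0 of the 3 measured GAMYB-like genes in each tissue and genotype. At an unadjusted p under 0.05, 1 fell and 1 rose in Col-0 roots and in *cbp20* shoots, 1 fell in *cbp20* roots and 0 in Col-0 shoots. Adjusted over the list alone, 1 fell in Col-0 roots, in *cbp20* roots and in *cbp20* shoots.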

In comparing to the ethylene altered small RNAs with ethylene regulated genes, we found that *miR319b* was up-regulated while *MYB33* was down-regulated in Col-0 roots with ethylene treatment, and the regulation is CBP20 dependent. Small RNA northern blot shows that *miR319* is indeed up-regulated under ethylene treatment and the regulation is dependent on CBP20 phosphorylation. However, it is well known that *MYB33* is a shared target between miR159a and miR319b. The miR159 and miR319 families are similar in sequence, but they have distinct target genes: miR159 is specific for MYB transcription factors, mainly *MYB33* and *MYB65*. In contrast, miR319 mainly targets TCP transcription factors, predominantly TCP2 and TCP4. MiR319 also targets *MYB33* and *MYB65*, but due to its low abundance, this regulation is negligible. However, in our study we provided multiple lines of evidence showing that in the ethylene response, miR319b targets *MYB33* for degradation specifically in roots, leading to the ethylene regulated *cbp20* root phenotype: (1), miR319 was specifically up regulated by ethylene in Col-0 roots, while not in *cbp20* mutant (Fig 4A). However, miR159 was not regulated by ethylene (Fig 5A); (2) *MYB33* was down regulated in Col-0 roots in response to ethylene, while not in *cbp20* roots (Fig 4C). (3) The pri-miR319b was down regulated in Col-0 roots, while not in *cbp20* roots (Fig 4B); (4) The pri-miR159a was not regulated by ethylene in Col-0 (Fig 5B); (5) In the over expression *miR319b* plants, *MYB33* was largely down regulated, while miR159 and pri-miR159a were not altered (Figs 4C, 5B and 5C); (6) Overexpression of the *mMYB33* containing mutated miR319b target site is able to recover phenotype caused by *miR319bOE* (Fig 6); (7) Our data (Fig 7) and published data has shown that miR319b targets *MYB33* for cleavage [32]. In summary, our study discovered that ethylene regulates the phosphorylation of CBP20, and the phosphorylation is required for the elevation of *miR319*, which leading to the down regulation of *MYB33* expression in roots, resulting in root growth inhibition in the presence of ethylene.

## Materials and Methods

### Plant materials and growth conditions

All mutants were in the Columbia-0 (Col-0) background, *cbp80* (CS878659), *myb33-1* (SALK_065473), *myb33-2* (SALKseq_056201) are ordered from ABRC. *cbp20* has been described in [52]. Seeds were sterilized with 4% bleach and then washed as least three times with sterilized water, then the seeds were sown on MS medium. Plants were grown in long days (16h light/8h dark) at 22°C on soil.

### Plasmid and transgenic plants construction

To construct CBP20 overexpression vectors for complementing *cbp20* mutant phenotype, the *CBP20* full length and phosphorylation site mutated CDS sequences of *CBP20* were amplified using the Phusion High-Fidelity DNA Polymerase (NEB). The PCR products were cut with KpnI and SalI, and then the corresponding fragments were ligated into the KpnI-SalI site of the pCHF3 vector to give rise to *35S*:*CBP20-YFP*, *35S*:*CBP20*^*S245A*^-*YFP*, *35S*:*CBP20*^*S245E*^*-YFP* and *35S*:*CBP20*^*S245D*^*-YFP*.

To construct vectors for yeast two-hybrid, the CDS of CBP80 was amplified using the Phusion High-Fidelity DNA Polymerase. The PCR product was cut with SalI and XbaI, and then the corresponding fragment was ligated into the SalI-SpeI site of the pDBLeu vector (Invitrogen) to give rise to pBD-*CBP80*. The CDSs of *CBP20*, *CBP20*^*S245A*^, *CBP20*^*S245E*^ and *CBP20*^*S245D*^ were amplified using the High-Fidelity DNA Polymerase. The PCR products were digested by SalI and SpeI, and the corresponding fragments were ligated into the SalI-SpeI sites of the pEXP-AD502 vector (Invitrogen) to give rise to pAD*-CBP20*, pAD*-CBP20*^*S245A*^, pAD*-CBP20*^*S245E*^ and pAD*-CBP20*^*S245D*^.

To construct miR319b overexpression vector, a 1kb genomic DNA contain the full length of pri-miR319b was amplified using the Phusion High-Fidelity DNA Polymerase. The PCR product was digested with KpnI and SalI, and then the corresponding fragment was ligated into the KpnI-SalI site of the pCHF3 vector to give rise to pCHF3-miR319b. All the sequences above were verified by sequencing.

The binary constructs were introduced into *Agrobacterium tumefaciens* strain GV3101 by electroporation and then introduced into Col-0 or *cbp20* mutant plants by the floral dip method [53]. Transgenic plants were screened on MS plates in the presence of 50 mg/L kanamycin, and homozygous lines were verified by antibiotic selection. For each construct, multiple independent lines were examined with similar results, and as least one representative line was shown.

### Phosphopeptide identification

The data has been collected from previous study and the calculation was also followed the method as published [11].

### Triple response phenotype measurement

*Arabidopsis* seeds were sown on MS medium plates with or without addition of 1 μM or 10 μM 1-aminocyclopropane-1-carboxylic acid (ACC, Sigma), the biosynthetic precursor of ethylene. After 3 days of cold treatment, the plates were wrapped in foil and kept in 22°C dark chamber for 3 days. The hypocotyls and roots were measured using NIH Image (http://rsb.info.nih.gov/nih-image/).

### Yeast two-hybrid assay

The yeast two-hybrid assay was performed according to the ProQuest^™^ Two-Hybrid System (Invitrogen). Briefly, pBD-*CBP80* and pAD-*CBP20*, -*CBP20*^*S245A*^, *-CBP20*^*S245E*^ or *-CBP20*^*S245D*^ were co-transformed into the yeast strain Mav203 (Invitrogen). The transformants were grown on SD/-Trp-Leu medium or SD/-Trp-Leu-His with 10mM 3AT dropout medium. The transformants growing on SD/-Trp-Leu-His with 10mM 3AT dropout medium indicates interaction between corresponding proteins. Primers used in this assay were listed in S5 Table.

### Subcellular localization

The seedlings of *35S*:*CBP20-YFP*, *35S*:*CBP20*^*S245A*^-*YFP*, *35S*:*CBP20*^*S245E*^*-YFP* and *35S*:*CBP20*^*S245D*^*-YFP* transgenic plants were grown on MS medium with or without addition of 10 μM ACC in dark for 3 days in 22°C. Then the YFP fluorescence of root tips was observed under Zeiss LSM 710 Confocal microscopy.

### RNA extraction and real-time PCR

*Arabidopsis* seeds were grown on MS medium in the air-tight containers in the dark at 22°C supplied with a flow of hydrocarbon-free air (Zero grade air, AirGas) for 3 days. The plants tissues were harvest after with continually flow of hydrocarbon-free air or hydrocarbon-free air with 10 parts per million (ppm) ethylene gas for 4 hours as previously described [7].

Total RNA was extracted using a RNeasy Plant Kit (Qiagen) from 3 days etiolated seedlings treated with air or 4 hours ethylene gas. First-strand cDNA was synthesized using Superscript III First-Strand cDNA Synthesis Kit (Invitrogen). Real time PCR was performed with the LightCycler 480 SYBR Green I Master (Roche) following the manufacturer’s instructions. PCR reactions were performed in triplicate on a Roche 96 Thermal cycler. The expression level was normalized to *UBQ10* control.

### mRNA and small RNA library construction

Total RNA was isolated from roots or shoots of 3-day old etiolated seedlings treated with air or 4 hours ethylene gas using TRIzol reagent (Invitrogen). For mRNA library construction, in briefly, the mRNA was isolated by NEBNext Poly(A) mRNA Magnetic Isolation Module and fragmented at 94°C for 15mins. Then the cDNA was synthesis by NEBNext Ultra Directional RNA Library Prep Kit for Illumina. The PCR reactions were conducted by using different index primers (NEBNext Multiplex Oligos for Illumina). The PCR products were purified by Agencourt AMPure XP Beads (Beckman Coulter). The quality of the libraries was assessed by Bioanalyzer (Agilent High Sensitivity Chip). The libraries then were sequenced on Hiseq 4000 Systems (Illumina).

For small RNA library construction, in briefly, the cDNAs were synthesized using NEBNext Small RNA Library Prep Set for Illumina. The PCR reaction was amplified by different Index primers and the PCR products were first purified by the Agencourt AMPure XP Beads, and then selected the size using 6% PolyAcrylamide Gel. The ~140 bp bands corresponding to miRNAs were isolated. The library quality was assessed on Bioanalyzer (Agilent High Sensitivity Chip). The libraries were sequenced on Hiseq 4000 Systems (Illumina) after assessed on Bioanalyzer.

### miRNA identification

miRNA prediction pipeline was written by Python scripting language. High-quality small RNA reads were obtained from raw reads through filtering out poor quality reads and removing adaptor sequences using FASTX toolkit [54]. Adaptor-trimmed unique sequences were aligned to TAIR10 *Arabidopsis* genome using bowtie [55] and structural RNAs such as tRNA, rRNA, snRNA, and snoRNA were excluded. The perfect matched reads between 18–28 nucleotides (nts) in length were selected. To obtain the precursor sequences, potential miRNA sequences (reads ≥ 50) were extended upstream and downstream of 100 to 500 nts with a step size of 100 nts. Each putative precursor sequence was folded using RNA fold from Vienna RNA software package [56], and the potential miRNA* sequences were selected with mismatch ratio of 0.3 or less. The region of these putative precursor sequences with addition of 15 nts marginal sequences were re-folded using RNA fold to check whether miRNA/miRNA* duplex was suitable for primary criteria for annotation of plant miRNAs [57]. The miRNA candidates were essentially grouped into families by mature sequence similarity and/or loci. Using the miRNA annotation information of *Arabidopsis thaliana* in miRBase 21 (http://www.mirbase.org), all members of miRNA candidate families of the known miRNAs were selected.

### miRNA target prediction

The putative target sites of miRNAs were identified by aligning mature miRNA sequences with the *Arabidopsis* cDNA sequences using TargetFinder (http://carringtonlab.org/resources/targetfinder). miRNA targets were computationally predicted essentially as described [58–60]. Briefly, potential targets from FASTA searches were scored using a position-dependent, mispairing penalty system. Penalties were assessed for mismatches, bulges, and gaps (+1 per position) and G:U pairs (+0.5 per position). Penalties were doubled if the mismatch, bulge, gap, or G:U pair occurred at positions 2 to 13 relative to the 5’-end of the miRNAs. Only one single-nucleotide bulge or single-nucleotide gap was allowed, and the targets with penalty scores of six or less were considered to be putative miRNA targets.

### RNA-seq data analysis

RNA-seq raw reads were aligned to TAIR10 genome release using Top Hat version 2.0.9 [61] with default parameters. Differential expressed genes were calculated by Cufflinks version 2.2.1 following the workflow with default parameters [62]. Differentially expressed genes were those for which relative fold change values of larger than 1.5 and RPKM value larger than 1 were observed. To evaluate reproducibility of the RNA-seq data, the expression levels between two replicates for each sample and conditions were compared for all genes with FPKM > 0.5 in both replicates. The log2 transformed FPKM values (log2 (FPKM + 1) was calculated, then R scripts were used to analyze the correlation between biological replicates.

### Small RNA northern blot

Total RNA was isolated from root of 3 days etiolated seedlings treated with air or 4 hours ethylene gas using TRIzol reagent (Invitrogen). 10ug RNA of each sample was separated on 15% denaturing 8M urea-PAGE gel and then transferred and UV crosslinked onto BrightStar^®^-Plus Positively Charged Nylon Membrane (Ambion). The membrane was pre-hybridized by ULTRAhyb^®^-Oligo Hybridization Buffer. miRNA probes were end-labelled by T4 Polynucleotide Kinase (NEB) with r-P^32^ ATP. The membrane was hybridized with probe overnight and then wash by 2xSSC for two times. Then the membrane was exposed to a phosphor imager screen and the relative abundance levels were measured by ImageQuant TL software.

### Modified 5’RLM-RACE of cleaved miRNA targets

5’RLM-RACE was performed following the manufacturer’s instructions of FirstChoice RLM-RACE Kit (Ambion). Briefly, total RNA (10 μg) from root of Col-0 and *miR319b OE* line was directly ligated to the 5’RACE Adapter by T4 RNA ligase (Ambion). cDNA was synthesized using Superscript III First-Strand cDNA Synthesis Kit (Invitrogen) use Oligo (dT) primer. Gene-specific reaction was first done with the 5’RACE Outer Primer and gene-specific primer *MYB33* SpeI-R. Then the PCR product was purified and performed by the second round of PCR using 5’RACE inner Primer and gene-specific primer *MYB33* SpeI-R (S5 Table). The 5RLM-RACE product was gel purified, digested with Sal I and Spe I and then cloned into pDBLeu vector for sequencing.

### *N*. *benthamiana* transient expression assay

Transient expression assay in *N*. *benthamiana* were performed by infiltrating 4-week-old *N*. *benthamiana* plants with *Agrobacterium* containing *MYB33* or mutated *MYB33* CDS with or without *Agrobacterium* harbouring constructs containing the *miR319b* precursor. Leaf tissue was collected 3 days later for RNA and protein analysis. For luciferase assay, *Agrobacterium* containing *MYB33* or mutated m*MYB33* CDS fused to 35S::LUC 3’UTR with or without *Agrobacterium* harbouring constructs containing the *miR319b* precursor were injected in to *N*. *benthamiana* plants. After 3 days, The leaves were sprayed with 500 μM luciferin (Promega, Madison, Wisconsin) and placed in the dark for 5 min. Luciferase activity was observed using NightOWL LB 983 *in vivo* Imaging System (Berthold, Oak Ridge, Tennessee). Primers used in this study were listed in S5 Table.

## Supporting Information

S1 Fig S245 of CBP20 is phosphorylated and CBP20 is conserved in different species. (A) The phosphopeptide detected by Mass Spec in 3-day old etiolated seedlings treated with ethylene. (B) Protein alignment of CBP20 from various species. The alignment was generated using DNAMAN with default parameters. The positions of conserved residues are shown in black, and similar residues are shown in turquoise and magenta, respectively. The red star indicates the Ser245 site. The following sequences were used to establish the alignment: *Arabidopsis thaliana* (At), BAB10987; *Nicotiana tabacum* (Nt), ACY02034; *Glycine max* (Gm), XP_006594834; *Solanum tuberosum* (St), ACY07775; *Populus trichocarpa* (Pt), XP_006372745; *Vitis vinifera* (Vv), XP_010657003; *Oryza sativa* (Os), AAP33448; *Zea mays* (Zm), ACG37816; *Hordeum vulgare* (Hv), ACL83596; *Sorghum bicolor* (Sb), XP_002454163.
(TIF)

S2 Fig (A) Schematic diagrams show the construction of CBP20 phosphorylation site mutation vectors. (B) Triple response phenotype of *cbp80* mutant in roots on 10μM ACC plate for 3 days. The Col-0 and *cbp80* mutant were grown on MS medium with or without 10μM ACC for 3 days before measurement. (C) The interaction between CBP80 and CBP20, constitutive dephosphorylated of CBP20 (CBP20^S245A^) or constitutive phosphorylated of CBP20 (CBP20^S245E^ and CBP20^S245D^) by yeast two-hybrid assay. (D) The cell localization of CBP20, CBP20^S245A^ and constitutive CBP20^S245E^ and CBP20^S245D^ proteins fused with YFP. The photos were taken by confocal laser scanning microscope in root tips of 3-day old etiolated seedlings treated with air or ethylene.
(TIF)

S3 Fig Length distribution of genome-matching reads representing small RNAs with indicated 5'-nucleotide in roots (A) and in shoots (B). Reads matching rRNA, tRNA, and snRNA are excluded. Labels of each experiment were made by combination of Colombia (Col), *cbp20* mutant line (*cbp20*), root (RT), shoot (ST), air (a), and ethylene-treated (C). Replicates are indicated by numbers at the end. X-axis: Length with 5'-nucleotide identity, Y-axis: Labels of each experiment, Z-axis: Genome-matching reads (CP10M normalized), CP10M: count per 10 million mapped reads.
(TIF)

S4 Fig RNA-seq quality detection of differential regulated genes in Col-0 and *cbp20*. (A) Scatter plots of gene expression level show quality of RNA-seq data of shoots and roots in Col-0 treated with air (left panel) and ethylene gas (right panel). (B) Scatter plots of gene expression level show quality of RNA-seq data of shoots and roots in *cbp20* mutant treated with air (left panel) and ethylene gas (right panel).
(TIF)

S5 Fig Gene ontology analysis of genes altered by ethylene specifically in roots, shoots or shared by roots and shoots. (A) GO terms analysis of specific differential regulated genes in col root after ethylene treatment. (B) GO terms analysis of specific differential regulated genes in col shoot after ethylene treatment. (C) GO terms analysis of overlap differential regulated genes in col root and shoot after ethylene treatment.
(TIF)

S6 Fig miR319b is involved in root growth in the presence of ethylene. (A-B) The relative hypocotyl length (A) and root length (B) (ACC/MS) of 3-day old etiolated seedlings of *miR319b OE*, *myb33* mutants and Col-0 plants grown on MS or MS with or without 1μm ACC. Different letters were used to indicate statistically significance difference (P≤0.05). (C) Cleavage sites and cleavage event ratios of *MYB33* mRNA in Col-0 and *miR319b OE* lines by RLM-RACE. Arrows indicate positions and proportions of clones mapped to the cleavage sites. “a” indicates no statistic significant difference. “b” indicates statistic significant difference.
(TIF)

S7 Fig *MYB33* is the target of miR319b. (A) Diagram showing the mutations were introduced into *MYB33*, and the mutation sites localized to the target site of miR319b. (B) qRT-PCR to examine the expression of pri-miR319b in *miR319bOE* plants and *mMYB33OE/miR319bOE* plants, showing that *MYB33* is target of miR319b. The RNAs used in qRT-PCR were extracted from the roots of 3-old etiolated seedlings from the plants indicated in the figure. (C) qRT-PCR to examine the expression of *TCPs*, the known target of miR319, showing that the expression of *TCPs* is not affected by ethylene in Col-0. (D) qRT-PCR to examine the expression of *TCP24* in *miR319bOE and mMYB33OE/miR319bOE* showing that the expression of *TCP24* is not affected by *mMYB33*. (E) qRT-PCR to examine the expression of other TCPs, showing they have the similar expression pattern as TCP24 in *miR319bOE*.
(TIF)

S8 Fig *MYB33* is a target of miR319b. (A) *MYB33* and *mMYB33* were detected by qRT–PCR. *UBQ10* was used as a loading control. (B) Protein levels were detected by western blot with HA antibody. Ponceau S staining was used as a loading control. Agrobacterium-mediated transient co-expression assayin tobacco leaves using YFP-HA-tagged *MYB33* or mutated *MYB33* (*mMYB33*) CDS with or without miR319b. The infected leaves were harvest for qRT-PCR and western blot assay. Proteins of MYB33 and mMYB33 were detected by anti-HA antibody.
(TIF)

S1 Table Differential expression of miRNAs regulated by ethylene in Col-0 roots.

S2 Table Differential expression of miRNAs regulated by ethylene in *cbp20* roots.

S3 Table Differential expression of miRNAs regulated by ethylene in Col-0 shoots.

S4 Table Differential expression of miRNAs regulated by ethylene in *cbp20* shoots.

S5 Table Primers used in this study.

S1 Dataset Differential regulated genes in Col-0 root by ethylene treatment.

S2 Dataset Differential regulated genes in *cbp20* root by ethylene treatment.

S3 Dataset Differential regulated genes in Col-0 shoot by ethylene treatment.

S4 Dataset Differential regulated genes in *cbp20* shoot by ethylene treatment.

S5 Dataset CBP20 dependent, ethylene up-regulated genes in Col-0 root.

S6 Dataset CBP20 dependent, ethylene down-regulated genes in Col-0 root.

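The S5 and S6 Datasets list 693 up regulated and 605 down regulated genes, which the study chose from these samples because *cbp20* roots did not repeat them, so their response in *cbp20* is not independent evidence. In Col-0 roots the genes of the S5 Dataset, found at 601 loci, had a median log2 ratio of 0.85, and 261 were called up regulated with the adjusted p. In *cbp20* roots the median of these genes was 0.37. There 491 of 584 genes with values (84.1%) also had a ratio above 1, and 128 had an unadjusted p under 0.05 in that direction, of which 40 also changed by at least 1.5-fold. The genes of the S6 Dataset, at 548 loci, had a median of -0.92 in Col-0 roots, with 219 called down regulated, and of -0.32 in *cbp20* roots. There 414 of 524 genes (79.0%) had a ratio below 1, and 103 had an unadjusted p under 0.05 in that direction, 59 of them with at least 1.5-fold. The responses of the genotypes differed for 4 of 540 genes of the S5 Dataset and 7 of 478 genes of the S6 Dataset by the difference test with Benjamini-Hochberg adjustment. This test favours opposite signs and can miss a response that was only weakened.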

S7 Dataset The targets of ethylene up-regulated miRNAs in Col-0 root (t score less than 5).

S8 Dataset The targets of ethylene down-regulated miRNAs in Col-0 root (t score less than 5).

How the deposited data were processed for this re-analysis (not part of the article)

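RNA was sequenced from roots and shoots of 3-day-old etiolated seedlings of Col-0 and *cbp20*, kept in air or treated with ethylene for 4 h, with 2 libraries in each of 8 groups. The authors aligned the reads to the TAIR10 genome with TopHat2 2.0.9 and compared ethylene with air by Cuffdiff 2.2.1, as the methods and the submitters' processing notes state. The authors deposited 4 tables, each with the FPKM of air and ethylene as 1 value per group, so that no value per library, no SD and no test statistic was at hand. The authors' tables also give an unadjusted p-value from Cuffdiff for each locus, whose smallest value is 5e-05. The number of reads per library is not given in the sources used here, so precision rests on Cuffdiff's p alone. Each table was normalized separately, and tests of air against ethylene were made only within a table.

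Each table holds 35814 loci, of which 1729 name no gene and 2952 carry a gene name that stands at several loci. The other 31133 loci (86.9%) were used, 1632 of them joining several genes whose reads are summed. This choice was made after the tables had been looked at and after both counts of regulated genes in Col-0 roots were known, 1400 with it and 1441 with repeated names kept. Gene symbols were taken from a RefSeq annotation of another assembly than the authors' build and used only as names, with 29360 of 33989 gene names matched. Coordinates are those of the authors' tables.

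A gene was tested when Cuffdiff had tested it and it had at least 1 FPKM in air or ethylene. It was called when the p-value, adjusted by the Benjamini-Hochberg method over these genes, was under 0.05 and the change was at least 1.5-fold. These minima follow the methods of the paper, and the adjustment follows its Fig 2 legend. Log2 ratios were computed from the deposited FPKM. Overlaps were set beside the number that independent lists of the same sizes would share.

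Differences between 2 responses were tested by the difference of the log2 ratios over its standard error, with a normal approximation. The design had foreseen a standard error from Cuffdiff's test statistic. In its place the standard error was the absolute log2 ratio divided by the normal quantile of the p-value, an alternative set before the data were examined. Genes with a p over 0.9 or with a group at 0 were left out. At the smallest p the standard error is an upper bound, so that real differences between strong responses can be missed. For 2 responses of the same sign, the difference can be no more certain than the larger response by its own p. Such pairs could rarely pass over all genes, so the test favours opposite signs and can miss a weakened response. On simulated data 5.19% to 5.85% of unchanged genes had a p under 0.05, and between 0% and 1.69% of simulated differences of 1 on the log2 scale passed the adjusted test. The simulation used the same standard errors and normal law as the test, so the rate for unchanged genes was largely built in. That rate does not check the standard errors taken from Cuffdiff's p. In the data the share of genes with an unadjusted p under 0.05 by the difference test was 4.49% between genotypes in roots and 3.84% in shoots. Between tissues it was 13.7% in Col-0 and 12.3% in *cbp20*. The shares between genotypes lie under the simulated rate, so the standard errors may be too large there, which was not tested. Differences were simulated in either direction, so their recovery is not that of a lost response.

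Before the data were examined 15 gene lists and 10 families of gene symbols were fixed, and 3 members whose identifier and symbol are not paired in the annotation (*ACO3*, *FIT* and *ERF109*) were left out. The values of *MYB33* and *EBF2* in the S1 to S4 Datasets had been seen by then. The families were matched on symbols and synonyms of the reference table, so some hold genes of another kind that share a synonym, among them *ARF19*, *NPH4* and *MP* under Aux/IAA and *PER1* and *UBP14* under class III peroxidases. For each list the genes up and down regulated were counted, with the p adjusted over all genes and over the list alone. The median change of log2(FPKM + 1) was set beside 10000 random lists of the same size matched on mean FPKM in 10 bins, as a description only. Fisher's exact tests of the lists among shared and tissue-restricted calls, and the rule that a value is far out when it is at least 100 FPKM and at least 100 times the median of the gene's 8 group values, were chosen after the data had been seen. Values were taken for the 10 largest rises and falls in Col-0 roots, the 5 largest in the other tables, genes the paper names, members of the lists, and genes with the most certain differences, which were chosen after their values were seen, and the text names a part of these.

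The alternatives were an unadjusted p, the thresholds of the Fig 2 legend (2-fold and 0.1 FPKM), no fold minimum, no FPKM minimum, a minimum of 1 FPKM in air and ethylene alike, log2 ratios centred on the median gene, and a minimum of 5 FPKM for the difference tests. The median log2 ratio of all genes lay between -0.01 and 0.02 in the 4 tables. The copies of the S1 to S4 Datasets used here are shortened to the first 1998 genes each, so no overlap test was run on them. Small RNA libraries were not analysed here. The values of 1 gene of the lists are not reported here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.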

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

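The tests of calls lost at the threshold, of values far out within a genotype, of values at 0 or far out in the tables other than Col-0 roots, of the share of falls in Col-0 shoots without values at 0 or far out, and of that share after centring were chosen only after the result was seen. The difference tests below were adjusted by the Benjamini-Hochberg method.

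The ethylene responses of root and shoot differed for 317 genes in Col-0 and for 146 genes in *cbp20*, and those of Col-0 and *cbp20* roots for 26 genes. In Col-0 the most certain differences of the log2 ratio, root minus shoot, were at the joined locus *NSP5/ACAT2* (-1.64), *XTH24*, a xyloglucan endotransglucosylase (1.49), AT5G40450 (1.54), AT5G39580, a peroxidase (1.76), and *ACS5* (-3.38). *XTH24* rose in roots from 275 to 439 FPKM and fell in shoots from 523 to 297 FPKM. In *cbp20* they were at *GLDP1* (1.37), *GH9B13* (-2.38), AT1G28260 (4.45), *NADP-ME1*, a malic enzyme (1.99), and *ASN1*, an asparagine synthetase (-1.35). Between the roots of Col-0 and *cbp20* they were at *CYP81F2* (3.00), *GSTF7/GSTF6* (2.30), AT5G39580 (1.47), *ADC2*, an arginine decarboxylase of polyamine synthesis (1.45), and *CHX18* (-8.97). For *CHX18* a failed estimate of single groups was not tested and stays open. *ADC2* rose in Col-0 roots from 143 to 218 FPKM and fell in *cbp20* roots from 316 to 176 FPKM.

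The median log2 change of some gene lists that the paper does not discuss lay outside the middle 95% of random lists, with at least 5 members called. For root hair and root epidermis it was 0.88 in Col-0 roots and 1.04 in *cbp20* roots, and for alpha-expansins, which loosen cell walls, -0.60 in Col-0 roots, -0.98 in Col-0 shoots and -0.81 in *cbp20* roots. For xyloglucan endotransglucosylases it was 0.23 in Col-0 roots, and for ethylene biosynthesis -0.39 in *cbp20* roots. For WRKY transcription factors it was 0.16 in Col-0 roots, 0.22 in *cbp20* roots and -0.28 in *cbp20* shoots, and without an FPKM minimum the value in *cbp20* roots was 0.01. For SAUR genes it was -0.27 in *cbp20* shoots, for tau glutathione transferases -0.35 in *cbp20* roots and for light-harvesting proteins -0.91 in Col-0 shoots. The light-harvesting median also lay outside that range in the other tables, where fewer than 5 members were called, at -1.01 in Col-0 roots, -0.21 in *cbp20* roots and -0.41 in *cbp20* shoots.

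Many genes called in Col-0 roots were not called in *cbp20* roots, 333 of the up regulated and 340 of the down regulated genes. Of those with values there, 88.0% went the same way in *cbp20*, which is consistent with calls lost at the threshold for many of these genes and does not show that their response depended on *CBP20*. A general loss of response in *cbp20* roots cannot be told apart from an unchanged response, because the median ratio over *cbp20* calls exceeded that over Col-0 calls by 0.165, between the values set in advance for either case. In shoots the same gap was 0.129, so a lower response of *cbp20* may not be confined to roots. There 52.2% of the up regulated and 49.3% of the down regulated genes of Col-0 shoots were not called in *cbp20* shoots. The difference test found 0 of 14338 genes with unlike responses in the shoots of the 2 genotypes. The smallest adjusted p of this test was 0.0687. No differences were simulated for this pair, so how many the test would recover there is not known, and the 0 does not show an effect confined to roots. A dependence of single genes on *CBP20* stays open, and the low power of the difference test limits what can be seen. That test could rarely pass a response that was only weakened in *cbp20*.

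Some calls rest on a group listed at 0 or on a value far from the gene's others. Of 89 such calls in Col-0 roots only 60 were tested in *cbp20* roots, and 37 of the 60 (61.7%) went the same way by at least 1.5-fold there, against 64.4% of the other calls. In the other 3 tables the shares were 51.8% of 112 tested among 172 such calls in Col-0 shoots, 49.2% of 59 among 95 in *cbp20* roots and 57.4% of 101 among 159 in *cbp20* shoots, 53.3% together, against 76.0%, 73.2%, 77.5% and 75.5% of the other calls. For these calls taken together, failed estimates cannot be told apart from real changes, since many of these calls had no tested value in the other genotype, which leaves the share over all of them unknown. Of 23 calls with a value far out among the 4 groups of their own genotype, 19 were tested in the other genotype, which takes no part in this choice. Of these 19, 0 (0%) went the same way by at least 1.5-fold there, against 72.5% of the other calls. Failed estimates of single groups are thus a candidate explanation for these calls, *AT2G02410* in Col-0 roots among them. No biological explanation was tested.

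In Col-0 shoots more genes fell than rose. Without values at 0 or far out 67.7% of the calls were falls, which argues against such values as the whole cause. After centring on the median gene the share was 67.6%, but the median log2 ratio was already -0.01, so centring moved almost nothing and an effect of scaling cannot be told apart. A difference between tissues remains as an untested biological explanation. Air and ethylene had the same lanes in these shoots, and library depth could not be examined without values per library.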

How the results depend on the processing

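The settings with repeated names kept, without far-out values, without values at 0 or far out, with a typical standard error and with every gene name counted were chosen after seeing the data. Of 149 alternatives to 23 results, 119 stayed within 1.5 times the count or on the same side of the threshold, and no single result turned its direction. The balance of rises and falls in *cbp20* roots, 662 and 639, turned with an unadjusted p, also with every gene name counted, and without an FPKM minimum (678 and 685). With an unadjusted p, 1253 genes rose and 1208 fell in Col-0 roots, 974 and 1678 in Col-0 shoots, 1096 and 1173 in *cbp20* roots, and 978 and 1538 in *cbp20* shoots. Root and shoot then shared 704 genes in Col-0 and 676 in *cbp20*, and 14 targets moved opposite to their miRNA. The log2 ratio of *MYB33* passed this threshold in Col-0 roots (-0.99), *cbp20* roots (-0.91) and *cbp20* shoots (-1.01). With every gene name of a joined locus counted as well, a few in both directions, 1444 and 1334 genes were called in Col-0 roots, 1069 and 1844 in Col-0 shoots, 1238 and 1292 in *cbp20* roots, and 1080 and 1688 in *cbp20* shoots. With the thresholds of the Fig 2 legend 458 rose and 389 fell in Col-0 roots and 425 and 420 in *cbp20* roots, 220 and 201 genes were shared by root and shoot in Col-0 and *cbp20*, and 4 targets moved opposite to their miRNA. Leaving out the adjustment raises the counts by construction, while the legend raises the fold minimum and lowers the FPKM minimum. Without far-out values 15 of 1292 genes called in Col-0 roots, in place of 23 of 1298, differed from *cbp20* roots. Of 324 alternatives to 108 list medians, 16 moved by more than the spread of random lists and 6 had the other sign, all 6 for lists inside the range of random lists. Apart from the missing adjustment the cause was not tested. No paired analysis was possible because the tables hold 1 value per group and no replicate. For the same reason leaving out each replicate was not run, and the standard error from the test statistic was not run because the tables hold none. The number of reads per library is not given in the sources used here, so what depth limits is not known beyond Cuffdiff's p.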

Differences from the paper's values

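The setting with every gene name of a joined locus counted was chosen only after the result was seen. The paper's S1 to S4 Datasets list 2766 ethylene-regulated genes in Col-0 roots, 2910 in Col-0 shoots, 2520 in *cbp20* roots and 2764 in *cbp20* shoots, as the paper's values. The counts here were 1400, 1466, 1301 and 1261. The paper's thresholds are given differently in its methods, its Fig 2 legend and its datasets, and the counts here combine the minima of the methods with the adjustment of the legend. With an unadjusted p the counts were 2461, 2652, 2269 and 2516 and no longer differed by more than 1.5 times. With the legend thresholds (847, 1069, 845 and 916), no fold minimum (1535, 1522, 1408 and 1298), no FPKM minimum (1452, 1529, 1363 and 1340), the minimum in both groups (1317, 1286, 1205 and 1099) and median centring (1400, 1462, 1295 and 1261) they still did. With an unadjusted p and every gene name counted, a setting chosen after seeing the values, the counts were 2773, 2912, 2526 and 2767, with a name called in both directions counted once. How many of the paper's own genes this setting drops was not counted, since the copies of its lists used here are shortened.

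The paper's S5 Dataset lists 693 genes up regulated in Col-0 and not in *cbp20* roots and its S6 Dataset 605 down regulated genes. The values here were 333 and 340. With an unadjusted p they were 675 and 653, within 1.5 times the paper's numbers, which does not show that the genes are the same. With the legend thresholds (216 and 229), no fold minimum (361 and 377), no FPKM minimum (356 and 369), the minimum in both groups (296 and 298) and median centring (338 and 337) they differed by more. The paper's text gives about 60% of up regulated and 75% of down regulated genes as not altered in *cbp20* roots. Here the shares were 45.6% and 50.7%, and with the alternatives at most 53.9% and 58.9%.

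The paper states that *MYB33* fell with ethylene in Col-0 roots and not in *cbp20* roots. It also bases this on quantitative RT-PCR in roots (Fig 3C), which was not re-analysed here. The log2 ratio of *MYB33* here was -0.99 in Col-0 roots (adjusted p of 0.0575) and -0.91 in *cbp20* roots (adjusted p of 0.121). With an unadjusted p it passed in both, with p-values of 0.00535 and 0.01325 in the authors' deposited table. The ratios match the paper's S1 and S2 Datasets. They belong to a locus joined with AT5G06090, and a difference between the genotypes was not detectable at this precision.

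The paper's number of targets regulated in Col-0 roots and impaired in *cbp20* roots is 8. Here 4 targets moved opposite to their miRNA and were not called in *cbp20* roots, *AT2G02410*, *IRX12*, AT3G63460 and AT2G29500. There were 8 with an unadjusted p, which did not differ in number. These include *G2484-1*, *TRZ4* and *PAI2*, which the paper's Fig 2F shows, and AT5G61570, but not *MYB33*, which was then called in *cbp20* roots too. With the legend thresholds (3), no fold minimum (5), no FPKM minimum (4), the minimum in both groups (4) and median centring (4) the number differed.

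The paper states that no change of *TCP* genes was detected. It bases this on its RNA sequencing and on quantitative RT-PCR in Col-0 (S7C Fig). No measured *TCP* gene was called here with the p adjusted over all genes, and with an unadjusted p 1 passed in Col-0 roots and 3 in Col-0 shoots.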

Other observations

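Genes of ethylene biosynthesis went both ways. The ACC oxidase genes *EFE*, *ACO1* and AT1G77330 rose in every table, *EFE* from 57.5 to 189 FPKM in Col-0 roots and from 128 to 1289 FPKM in Col-0 shoots, while *ACS7* and *ACS5*, which encode ACC synthases, fell in roots. In Col-0 roots 3 rose and 2 fell of 9 measured, in Col-0 shoots 4 and 1 of 8, in *cbp20* roots 3 and 3 of 9 and in *cbp20* shoots 3 and 3 of 11, with the same counts when adjusted over the list alone. Among cell wall genes, 2 alpha-expansins rose in Col-0 roots and 7 fell, 1 and 7 in Col-0 shoots, 2 and 6 in *cbp20* roots, and 1 and 5 in *cbp20* shoots (adjusted over the list alone 2 and 7, 2 and 9, 2 and 6, and 1 and 7). *EXPA8* fell from 35.8 to 4.40 FPKM in Col-0 roots and from 321 to 123 FPKM in Col-0 shoots, while *EXPA7* and *EXPA18* rose in roots of both genotypes. Of xyloglucan endotransglucosylases 6 rose and 4 fell in Col-0 roots, 4 and 4 in Col-0 shoots, 5 and 5 in *cbp20* roots and 4 and 4 in *cbp20* shoots (adjusted over the list alone 7 and 4, 5 and 4, 6 and 5, and 6 and 5). *XTH26* rose in roots, from 6.10 to 77.0 FPKM in Col-0 and from 8.06 to 123 FPKM in *cbp20*. Of genes that carry a class III peroxidase symbol 1 rose and 1 fell in Col-0 roots, 0 and 2 in Col-0 shoots, 1 and 2 in *cbp20* roots and 0 and 2 in *cbp20* shoots (adjusted over the list alone the same, with 4 falls in *cbp20* roots), and 1 of the falls in each table was *PER1*, which encodes a peroxiredoxin and not a class III peroxidase.

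Of light-harvesting genes, 11 of 18 measured fell in Col-0 shoots, *LHCB2.3* from 306 to 23.7 FPKM, and 4 of 18 in *cbp20* shoots. In roots 3 of 17 fell in Col-0 and 3 of 16 in *cbp20*, and none rose in any table (adjusted over the list alone 6, 11, 4 and 6 falls in Col-0 roots, Col-0 shoots, *cbp20* roots and *cbp20* shoots). Of the shorter list of photosynthesis and chlorophyll markers 1 fell in Col-0 roots, 3 fell in Col-0 shoots, 1 rose and 1 fell in *cbp20* roots and 1 rose and 3 fell in *cbp20* shoots, also adjusted over the list alone. *PORB*, a protochlorophyllide oxidoreductase, rose in *cbp20* roots from 27.4 to 51.3 FPKM. Of WRKY factors 6 rose and 1 fell in Col-0 roots, 7 and 2 in *cbp20* roots, 0 and 3 in Col-0 shoots and 1 and 5 in *cbp20* shoots (adjusted over the list alone 8 and 1 in Col-0 roots and otherwise the same). *WRKY45* rose from 14.2 to 47.0 FPKM in Col-0 roots and *WRKY6* fell from 18.0 to 5.64 FPKM in Col-0 shoots. Of ERF genes 3 rose and 3 fell in Col-0 roots, 1 and 3 in Col-0 shoots, 4 and 3 in *cbp20* roots and 2 and 1 in *cbp20* shoots (adjusted over the list alone 4 and 3, 2 and 4, 5 and 3, and 3 and 2). Of tau glutathione transferases 2 rose and 0 fell in Col-0 roots, 0 and 3 in Col-0 shoots, 2 and 4 in *cbp20* roots and 0 and 1 in *cbp20* shoots (adjusted over the list alone 2 and 0, 0 and 4, 2 and 7, and 0 and 1). *GSTU28* rose in roots from 36.5 to 63.2 FPKM in Col-0.

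Among hormone lists, auxin genes had 1 rise in Col-0 roots, *ASA1* of tryptophan synthesis, 2 falls in *cbp20* roots, *GH3.3* and *PIN4*, and 1 fall in *cbp20* shoots, *IAA19*. Cuffdiff called 0 in Col-0 shoots, where 6 had an unadjusted p under 0.05, 2 up and 4 down (adjusted over the list alone 0 in Col-0 roots and shoots, 2 falls in *cbp20* roots and 3 in *cbp20* shoots). Genes that carry an IAA number as symbol or synonym, which are the Aux/IAA genes and the auxin response factors *ARF19*, *NPH4* and *MP*, rose or fell as 3 and 0, 2 and 2, 2 and 1, and 2 and 3 in Col-0 roots, Col-0 shoots, *cbp20* roots and *cbp20* shoots (adjusted over the list alone 3 and 0, 3 and 2, 3 and 1, and 4 and 4). *ARF19*, which is not an Aux/IAA gene, was 1 of the rises in each root. SAUR genes rose or fell as 4 and 2, 5 and 5, 7 and 2, and 5 and 4 (adjusted over the list alone 4 and 2, 5 and 7, 8 and 3, and 7 and 9). The gibberellin-responsive *GASA1* fell from 2756 to 1641 FPKM in Col-0 roots. Of gibberellin genes 1, 2, 0 and 3 fell in the same order and none rose (adjusted over the list alone 1, 3, 0 and 5), where *cbp20* roots, with 0 called by Cuffdiff, had 3 with an unadjusted p under 0.05. Of type-A response regulators 1 rose in Col-0 roots and 2 in *cbp20* roots, *ARR9* among them, and 1 fell in each shoot, *ARR4* (adjusted over the list alone 1 rise, 1 fall, 2 rises, and 1 rise with 3 falls).

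Of the other lists, *CASP5* of the Casparian strip fell in Col-0 roots from 286 to 184 FPKM, and 2 genes of that list rose in Col-0 shoots, *ESB1* among them. In *cbp20* roots 1 rose, *MYB36*, and Cuffdiff called 0 in *cbp20* shoots, with 1 at an unadjusted p under 0.05 (adjusted over the list alone 1 fall, 3 rises, 1 rise and 0). For root meristem and cell cycle genes 1 fell in Col-0 roots, *SYP111*, and Cuffdiff called 0 elsewhere, with 1, 1 and 0 at an unadjusted p under 0.05 (adjusted over the list alone the same). Iron uptake genes had 1 rise and 2 falls in Col-0 roots, 0 and 1 in Col-0 shoots, 0 and 2 in *cbp20* roots and 0 in *cbp20* shoots by Cuffdiff, with 1 at an unadjusted p under 0.05 (adjusted over the list alone 3 falls in *cbp20* roots and otherwise the same). For jasmonate and ethylene defence 1 rose in each root, *PR4* from 468 to 769 FPKM in Col-0, 1 fell in Col-0 shoots, and Cuffdiff called 0 in *cbp20* shoots, with 2 at an unadjusted p under 0.05 (adjusted over the list alone the same). Of miRNA biogenesis genes *CPL1* rose in Col-0 roots from 4.54 to 7.82 FPKM, and Cuffdiff called 0 elsewhere, with 0, 1 and 0 at an unadjusted p under 0.05 (adjusted over the list alone the same). Of touch and wound genes, which respond to handling, 3 fell in Col-0 roots, 3 in Col-0 shoots and 2 in *cbp20* roots, *RHL41* among them in each, and Cuffdiff called 0 in *cbp20* shoots, with 2 at an unadjusted p under 0.05 (adjusted over the list alone 1 rise and 3 falls, 4 falls, 3 falls and 0). Of miRNA precursor genes 1 rose and 1 fell in Col-0 roots, 1 and 4 in Col-0 shoots, 4 and 2 in *cbp20* roots and 0 and 5 in *cbp20* shoots (adjusted over the list alone 1 and 1, 2 and 4, 5 and 2, and 1 and 5), and *MIR414* fell in every table. The median log2 change of the measured precursor genes was -0.05 in Col-0 roots, -0.65 in Col-0 shoots, 0.43 in *cbp20* roots and 0.21 in *cbp20* shoots. In this order 26, 32, 47 and 42 of 326 genes were measured, so the medians rest on different genes and do not compare tissues or genotypes. The last 3 lay outside the middle 95% of random lists, which were not matched on gene length. In *cbp20* shoots the median had the opposite sign to the calls. The median also had the opposite sign to the balance of calls for touch and wound genes (0.21), jasmonate and ethylene defence (-0.21), ethylene biosynthesis (-0.10), SAUR genes (-0.01) and photosynthesis markers (0.00) in Col-0 roots, for ERF genes (0.07) and the peroxidase list (0.05) in Col-0 shoots, for jasmonate and ethylene defence (-0.12) in *cbp20* roots, and for photosynthesis markers (0.11), genes with an IAA number (0.11), SAUR genes (-0.27) and the peroxidase list (0.01) in *cbp20* shoots. The predicted targets of raised miRNAs, adjusted over the list alone, had 6 rises and 6 falls in Col-0 roots, and those of lowered miRNAs 6 rises and 0 falls.

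Among the largest changes in Col-0 roots, AT5G40590 rose from 3.92 to 175 FPKM, AT2G39980 from 12.2 to 403 FPKM, AT5G19890 from 3.96 to 121 FPKM and AT3G13240 from 4.51 to 121 FPKM. AT3G30300 fell from 639 to 8.61 FPKM, AT3G14470 from 153 to 7.01 FPKM, AT5G66052 from 145 to 18.8 FPKM and *PAP85* from 15.9 to 1.28 FPKM. AT1G48650, *UBQ8/AT3G09800*, *scpl48*, AT4G37190 and AT5G53380 also rank among these, with a value far from the gene's others. In Col-0 shoots AT5G25800 rose from 2.69 to 241 FPKM and AT1G26170 from 7.16 to 309 FPKM.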
